# Held out wings RNA binding activity in the cytoplasm during early spermatogenesis

**DOI:** 10.1038/s42003-025-09435-4

**Published:** 2026-01-12

**Authors:** Michaela Agapiou, Karl Norris, Tayah Hopes, Eilidh Ward, Fruzsina Hobor, Amanda Bretman, Thomas A. Edwards, Julie L. Aspden

**Keywords:** RNA, Stem-cell niche

## Abstract

Held out wings (HOW) is an RNA-binding protein essential for spermatogenesis in *Drosophila melanogaster*. HOW is a signal transduction and activation of RNA (STAR) protein, regulating post-transcriptional gene expression. The characteristics of RNA-binding by the conserved short cytoplasmic isoform, HOW(S), are unknown. In vivo RIP-seq identified 121 novel transcripts bound by HOW(S) in germ stem cells and spermatogonia, many with signal transduction functions. (A/G/U)CUAAC motifs were enriched in 3’-UTRs and GCG(A/U)G in 5’-UTRs. HOW binds with high affinity to sites containing CUAAC motifs from *lola* and *hipk* mRNAs. The binding of cytoplasmic HOW(S) specifically to CUAAC motifs in 3’-UTRs can result in stabilization or destabilization of mRNAs and translational regulation potentially depending on position of binding, number of sites and interacting partners. This study provides new insight into STAR protein-RNA interactions and functions in spermatogenesis.

## Abstract (web summary)

Identification and characterization of cytoplasmic STAR protein-RNA interactions in D. melanogaster testis germ stem cells and functional impact of binding, providing new insights into the importance of RNA-protein networks during spermatogenesis.

## Introduction

Post-transcriptional gene regulation plays an essential role in stem cells, contributing to pluripotency, differentiation and self-renewal. Molecular signals contribute to germ stem cell regulation through a variety of RNA processes controlled by a network of RNA-binding proteins, including the signal transduction and activation of RNA (STAR) protein family. STAR proteins characteristically contain a single RNA-binding STAR domain, composed of one maxi-K-homology (KH) domain, and one or two flanking regions^1^. As a result of their functions in signal transduction pathways, the family contributes to the regulation of gene expression during key stages of development. For example, the STAR protein Quaking (QKI) regulates RNA processing during gametogenesis and myelination in mammals^2^. RNA-binding proteins in general are important throughout spermatogenesis, including for stem cell maintenance and meiosis, across a variety of organisms^3^.

Held out wings (HOW) is the ortholog of QKI in *Drosophila melanogaster*. HOW is essential, but partial loss of function mutants exhibit a variety of phenotypes including defective wing development, glial maturation, tendon maturation and male sterility^4–7^. HOW regulates RNA processing, including pre-mRNA splicing, localisation and mRNA degradation^8–10^. There are multiple protein isoforms of HOW, produced through alternative splicing, all of which contain the STAR domain but differing at the C-terminus^11^(Supplementary Fig. 1A). The different isoforms of QKI and HOW are differentially localised within cells, and the shortest isoforms, QKI-6 and HOW(S), are predominantly cytoplasmic (Supplementary Fig. 1B), where their function is unknown. The HOW and QKI ortholog in *C. elegans*, GLD-1, has a single cytoplasmic isoform that regulates mRNA translation in germ cells^12^. Mirroring QKI’s expression in mammals, HOW is expressed in *D. melanogaster* testis, and it is important during spermatogenesis^7^. In germ cells, HOW’s expression is unusual and highly restricted to the earliest stages of gametogenesis, germline stem cells (GSCs), child cells (gonialblasts), and two-cell spermatogonial cysts^7^. HOW contributes to the maintenance of GSCs; without HOW, GSCs in the testis do not survive^7,13^. Over-expression of either HOW(L) or HOW(S) is insufficient to fully rescue the loss of GSC phenotype in how^r17/r4^ mutants^7^. This suggests that HOW(L) and HOW(S) perform different functions, likely the result of their differing sub-cellular localisation, nuclear and cytoplasmic, respectively. Expression of HA-tagged HOW(S) in the testis indicates that this isoform is restricted to the cytoplasm in germ cells^7^, which is consistent with HOW(S) lacking the nuclear localisation signal at the C-terminus that targets HOW(L) to the nucleus. The restricted expression of HOW during spermatogenesis suggests a specific function in regulating the balance between stem cell maintenance versus the proliferation and differentiation of spermatogonia.

The majority of work on HOW thus far has focused on HOW(L) and its role in nuclear RNA processing events. Current understanding of HOW-RNA binding comes from a handful of mRNAs (e.g. *dpp, miple1, bam*), which contain 3’-UTR ACUAA motifs typically bound by HOW(L)^14^. The only mRNA previously known to be bound specifically by HOW(S) rather than HOW(L) is *dgrasp* in oocytes^15^. An optimal binding preference has yet to be characterised for HOW, but a consensus of NCUAACN has been generated from in vitro binding experiments^16^. Here, we sought to identify novel mRNA targets of HOW in the testis, specifically by HOW(S) in the cytoplasm, to understand the binding characteristic of this interaction in vivo.

## Results

### Expression and pull-down of cytoplasmic HA-tagged HOW(S) in testis germ cells

To understand the role of HOW(S) and the RNAs it binds in the cytoplasm, HA-tagged HOW(S) was expressed in the early stages of spermatogenesis in *Drosophila melanogaster* testes. This was achieved by using the UAS/GAL4 system, whereby HOW(S)-HA expression was driven by *nanos*-GAL4, therefore expressing HOW(S)-HA in GSCs and early spermatogonia (Fig. 1A). This HA-tagged HOW(S) is localised to the cytoplasm of these cells (Fig. 1A), recapitulating the presence of cytoplasmic HOW in these specific germ cells^7,13^. We were able to successfully pull down HOW(S)-HA from the lysates of these testes using anti-HA beads (Fig. 1B). To isolate RNA bound to HOW(S), RNP-IPs were performed from large-scale testes lysates in triplicate (Fig. 1C and Supplementary Fig. 2A–C). RNA from the HOW(S)-HA pull-down was purified along with RNA from input testis lysates and RNA from pull-downs performed from the *nanos*-GAL4 parent testes, which had no HA-tagged HOW(S) (Supplementary Fig. 2D). These RNA samples then underwent RNA-seq.

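The RNA-seq data comprised 8 libraries. Input and pull-down were sequenced from 3 replicates of testes expressing HOW(S)-HA, and 1 input and 1 pull-down came from testes of the nanos-GAL4 parent line. In RIP-seq, RNA that is retained with a tagged protein on antibody beads is sequenced beside the RNA of the lysate it was taken from, and enrichment is the ratio of pull-down to input. Testes of the parent line carry the GAL4 driver without the tagged protein, so their pull-down holds the RNA that anti-HA beads retain without HOW(S)-HA. The authors trimmed the reads, removed rRNA and tRNA reads and quasi-mapped the remainder with Salmon, and deposited a TPM value and an estimated number of reads for each of 30070 transcripts. The estimated reads summed to 9.13 M, 20.8 M and 20.0 M in HOW(S)-HA inputs 1, 2 and 3, and to 20.5 M, 24.0 M and 21.7 M in the corresponding pull-downs. The nanos-GAL4 input held 19.9 M and its pull-down 23.2 M. Input 1 therefore had the lowest depth of the 8 libraries and the lowest number of transcripts with reads, 20556, against 23837 in pull-down 2.
Counts were made from the deposited values as the paper's methods state, as scaledTPM, which divides each library's total of estimated reads among transcripts in proportion to TPM. A long transcript is thereby given fewer counts than the reads assigned to it, and a short transcript more. These counts were rounded to whole numbers, transcripts with low counts were removed with edgeR's filterByExpr function with input and pull-down as groups, and libraries were normalised with TMM. The paper's text names filterByExpr without its groups. HOW(S)-HA libraries were then fitted with condition and pair as factors and tested with the quasi-likelihood F-test, and p values were FDR-corrected by the Benjamini-Hochberg method. This left 16878 transcripts for testing, with a common dispersion of 0.126. TMM factors were between 0.643 and 0.881 in the inputs and between 1.02 and 1.44 in the pull-downs, so the normalisation itself shifts the ratio of pull-down to input.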

**Fig. 1:**
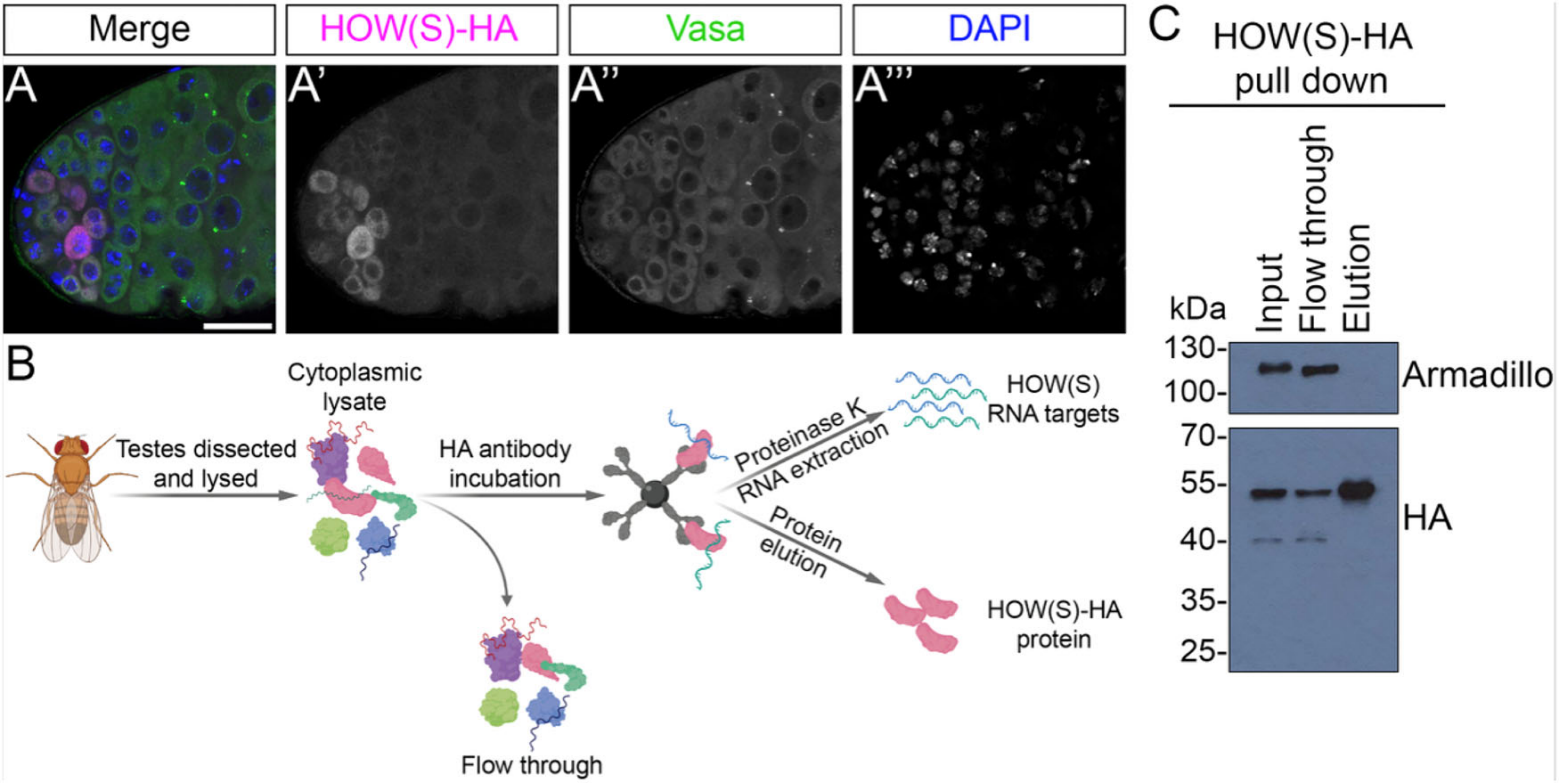
Expression and pull-down of HA-tagged HOW(S) from the cytoplasm of germ cells. **A** Confocal images showing cytoplasmic expression of HOW(S)-HA (magenta) in GSCs and spermatogonia, driven by the nanos-GAL4 line. Germ cells are positive for vasa (green), and blue is DAPI. **B** Schematic of HOW(S)-HA RIP-seq and generation of samples (generated with Biorender). **C** Western blot showing specific depletion of HOW(S)-HA from cytoplasmic testis lysate ‘input’ and enrichment in the elution using anti-HA beads for 1 biological replicate. Armadillo is used as a nonspecific control.

### HOW(S) bound RNAs are enriched for signalling functions

To identify which RNAs were specifically bound to HOW(S)-HA, differential transcript enrichment analysis was performed on RNAs in HOW(S)-HA pull-down compared to those present in input lysate (Fig. 2A, Supplementary Data 1, and Supplementary Fig. 3A, B). 

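Of the 16878 transcripts tested between HOW(S)-HA pull-downs and inputs, 58.5% had a log2(fold change) between -0.5 and 0.5, with a 95% Clopper-Pearson interval of 57.8% to 59.3% that covers counting error over transcripts only. The median log2(fold change) over all tested transcripts was 0.05. This share moved most when library totals alone were used in place of TMM factors. The median log2(fold change) then became 0.75 and the share fell to 28.7%.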

The majority of transcripts showed no enrichment, having a log_2_(Fold Change) between −0.5 and 0.5 (Fig. 2B). We defined enriched transcripts as those with a log_2_(fold change) ≥1 and an FDR-corrected *p* value ≤0.05. 

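With input and pull-down as groups in filterByExpr, no transcript passed both thresholds in edgeR's quasi-likelihood F-test. The enriched count was 0 and the depleted count was 0, and the smallest FDR-corrected p value was 0.0687. At an unadjusted p under 0.05, 1199 transcripts had a log2(fold change) of 1 or more and 271 had one of -1 or less. On the same transcripts and with the same thresholds, DESeq2's Wald test called 532 enriched transcripts, limma-voom called 243, and edgeR's current quasi-likelihood method called 46.
When filterByExpr was instead applied to the 6 HOW(S)-HA libraries as one group and the counts were left unrounded, 12641 transcripts were tested, the common dispersion was 0.0372, and 403 transcripts were enriched and 48 depleted in the same F-test. This setting was chosen after its values had been seen, from 24 combinations of rounding, filter groups, edgeR method and nanos-GAL4 filter, of which 1 gave both counts stated in the paper. With the counts rounded, 405 transcripts were enriched. Each of the 403 transcripts was higher in the pull-down than in the input in 3 of 3 pairs. Their median log2(fold change) was 1.47. The count fell most without replicate 2 or 3, but leaving out a pair also leaves fewer libraries to estimate the spread. At an unadjusted p under 0.05 in the same F-test, 634 transcripts had a log2(fold change) of 1 or more with all pairs. They numbered 797, 596 and 836 without replicate 1, 2 and 3. Without replicate 3 there were 0 enriched transcripts, without replicate 2 there were 4, and without replicate 1 there were 313, of which 250 were among the 403.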

Through this analysis we identified 403 transcripts enriched in the HOW(S)-HA pull-down RNA compared with input RNA. Non-specific background RNAs enriched in the parental *nanos*-GAL4 RIP-seq sample (with no HOW(S)-HA present) were then subtracted, leaving those RNA transcripts specifically bound to HOW(S)-HA. 

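The nanos-GAL4 input and pull-down have no replicate, so their exact test compares 2 libraries, at a dispersion fixed to the common dispersion of the HOW(S)-HA libraries. At the dispersion of the fit with input and pull-down as filter groups, 892 of 18982 transcripts were enriched in the nanos-GAL4 pull-down and 455 were depleted. Because the HOW(S)-HA fit had no enriched transcript, there was nothing to subtract from, and the specifically enriched count was 0. At the lower dispersion reached with filterByExpr applied to the HOW(S)-HA libraries as one group, 1944 of 18892 transcripts were enriched in the nanos-GAL4 pull-down and 933 were depleted. Of the transcripts enriched in HOW(S)-HA at that setting, 282 were enriched at the same thresholds in nanos-GAL4 and were removed. Across the 12581 transcripts tested in both lines, the log2(fold change) in HOW(S)-HA and in nanos-GAL4 had a Pearson correlation of 0.52 and a Spearman correlation of 0.70, and 76.7% had the same sign. These are correlations across transcripts, which are not independent replicates.

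**Figure D1:**
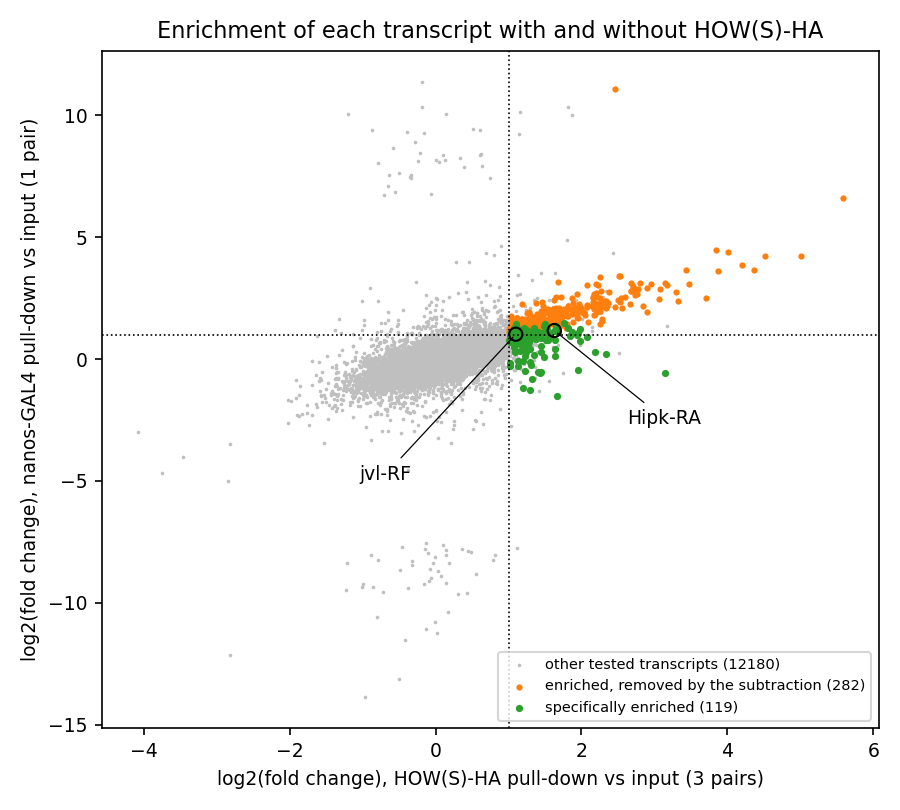
Log2(fold change) of pull-down over input in HOW(S)-HA (x axis, 3 pairs) against that in nanos-GAL4 (y axis, 1 pair) for 12581 transcripts, with filterByExpr applied to the HOW(S)-HA libraries as one group. Green points are specifically enriched transcripts tested in both lines, orange points are the 282 enriched transcripts removed by the subtraction, grey points are all others, dotted lines mark a log2(fold change) of 1, black circles mark Hipk-RA and jvl-RF, and the points far above or below the main cloud are transcripts with hardly any counts in one of the nanos-GAL4 libraries.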

121 mRNAs were identified as specifically enriched by HOW(S) RIP-seq (Fig. 2C—green dots and Supplementary Data 1). 

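After subtraction, 121 specifically enriched and 20 specifically depleted transcripts were left at the setting with 403 enriched transcripts. The nanos-GAL4 test covered 119 of the 121. Their median log2(fold change) in nanos-GAL4 was 0.93, against 1.27 in HOW(S)-HA, and it was above 0 for 102 of them. For 45 transcripts it was 1 or more, and these were kept in the list because their FDR-corrected p value in nanos-GAL4 was above 0.05. Subtracting every transcript with a nanos-GAL4 log2(fold change) of 1 or more, whatever its p value, left 76. The 121 transcripts were less abundant than the 282 removed by the subtraction, with a median log2(CPM) of 1.89 against 4.26.
The difference in enrichment between HOW(S)-HA and nanos-GAL4 was tested itself with an interaction term in one edgeR quasi-likelihood model of all 8 libraries, whose estimate of spread comes from the HOW(S)-HA pairs. At an FDR-corrected p value of 0.05 it called 0 transcripts, with a smallest value of 0.0504. At an unadjusted p under 0.05, 303 transcripts were more enriched in HOW(S)-HA and 189 more in nanos-GAL4. DESeq2's Wald test of the same term called 27 transcripts, limma-voom called 58 and edgeR's current quasi-likelihood method called 2. Without the pair in the model, the quasi-likelihood F-test called 12, and with library totals in place of TMM factors it called 112. All these interaction counts are over the 12641 tested transcripts and not over the 121. The counts at an unadjusted p together are a smaller share than a threshold of 0.05 passes by chance. The calls of the other tests are in either direction, and in each test most or all of them lay outside the 121. From the transcripts that pass the thresholds in HOW(S)-HA and not in nanos-GAL4, the paper concludes which mRNAs are specifically bound to HOW(S)-HA, and takes this list on to its GO and motif analyses.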

To understand the role of the RNAs bound by HOW(S), GO analysis was performed on the genes corresponding to these HOW(S) bound mRNAs. This revealed an enrichment for genes with functions in cell signalling, specifically in cell communication and signal transduction e.g. *hipk* (homeodomain interacting protein kinase) and *CycG* (cyclin G) (Fig. 2D and Supplementary Fig. 3C). This is entirely consistent with HOW’s membership of the STAR family of proteins.

**Fig. 2:**
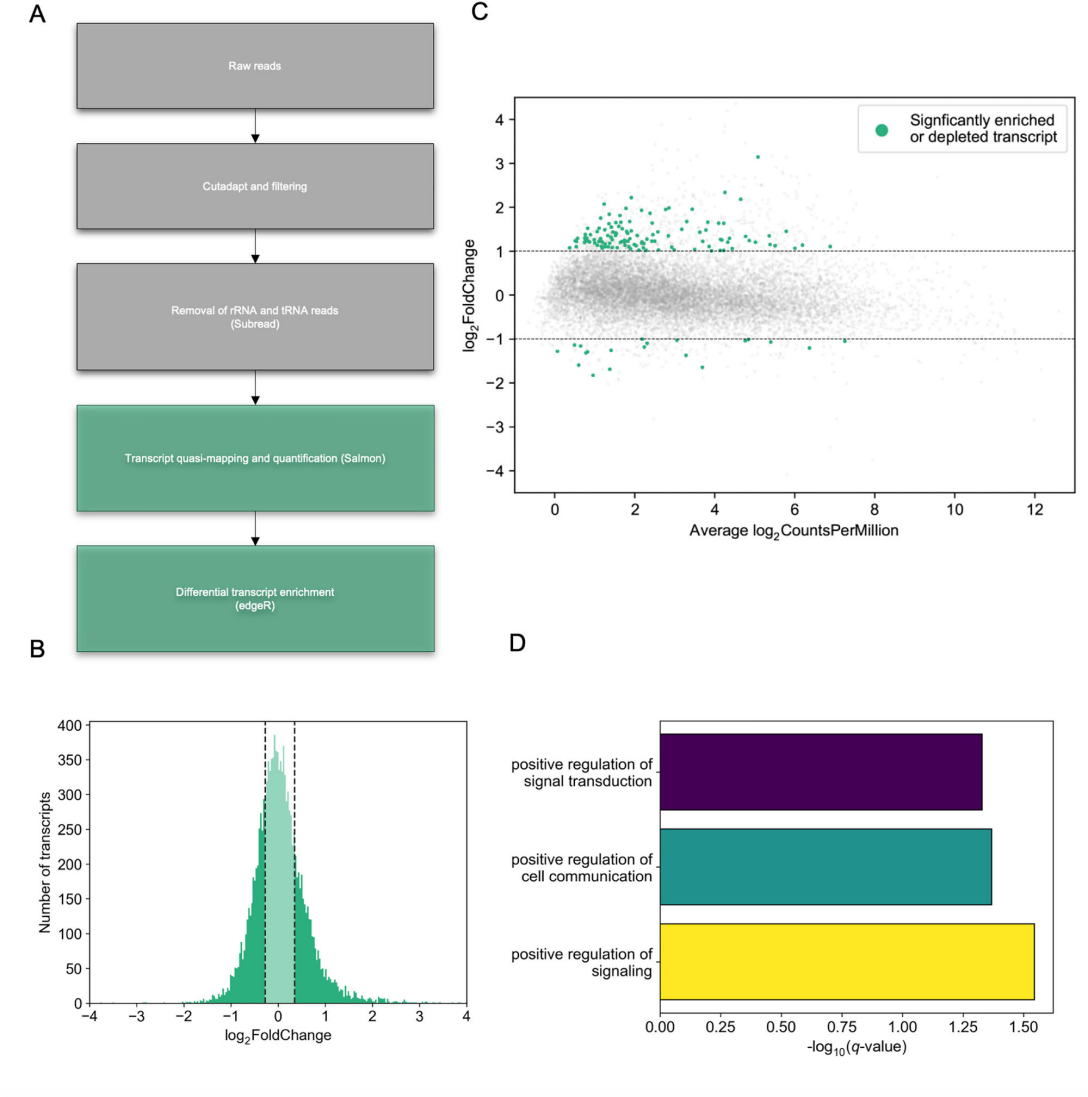
Enrichment of HOW(S) bound RNA, with a role in signal transduction. **A** Pipeline to identify RNAs specifically bound to HOW(S). **B** Histogram from differential enrichment analysis of pull-down versus input, middle quartiles are shaded in lighter green. **C** Scatter plot from differential transcript analysis. Significantly enriched or depleted transcripts are those with log_2_(fold change) of ≥1 or ≤−1 (dotted lines), and an FDR-corrected *p* value ≤0.05, additionally nonspecific background RNAs enriched in the parental nanos-GAL4 RIP-seq sample were subtracted, using three independent biological replicates of pull-downs. Specifically enriched or depleted RNAs from the HOW(S) RIP-seq are highlighted in green. **D** GO term analysis reveals over-representation of signalling-related terms in transcripts bound by HOW(S).

### CUAAC motif enriched in 3’-UTRs of HOW(S) bound RNAs

To determine the nature of HOW(S) binding to the 121 transcripts identified by RIP-seq, motif analysis was performed on these mRNA targets. Within the 3’-UTRs, the most enriched motif was found to be (A/G/U)CUAAC (Fig. 3A), with 46% of the HOW(S)-HA bound mRNAs containing this motif (Fig. 3B). The second most enriched motif in the 3’-UTRs was YAWCC or (C/U)A(A/U)CC, and found in 79% of bound mRNAs (Supplementary Fig. 3D). (A/G/U)CUAAC is very similar to the other previously identified HOW binding sequence in *stripe* and *dpp* mRNAs: ACUAA^14^. Rather than characterising a small number of HOW targets and identifying individual binding sites, the (A/G/U)CUAAC motif generated here is from a much larger number of RNAs bound by HOW(S) in the cytoplasm.

**Fig. 3:**
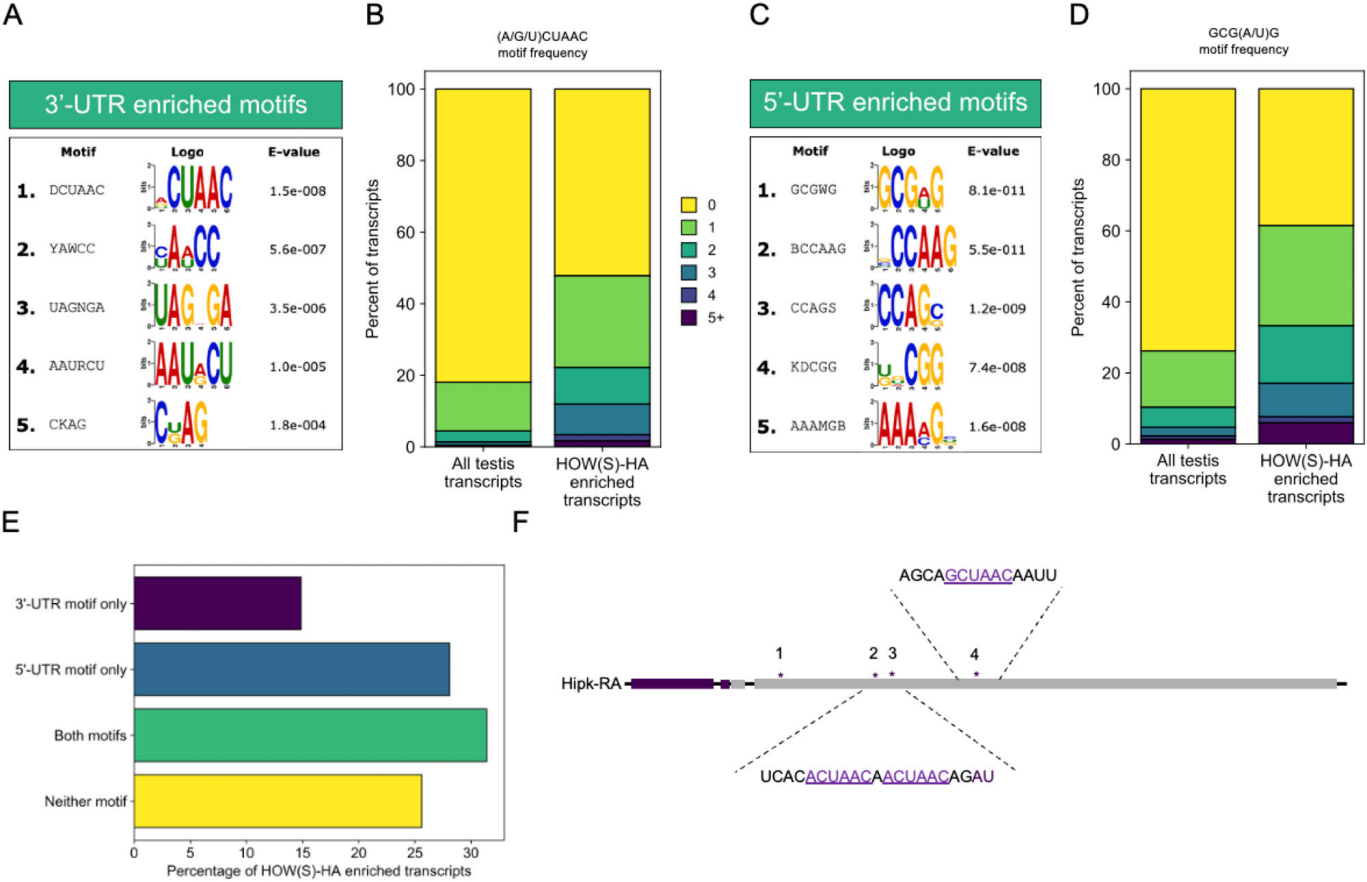
Enrichment of CUAAC motifs in HOW(S) bound RNAs. **A** Motifs found to be enriched in 3’-UTRs of mRNAs bound by HOW(S). **B** Frequency at which (A/G/U)CUAAC motif identified in 3’-UTR of HOW(S) bound transcripts compared to the 3’-UTRs of all testis expressed transcripts. **C** Motifs found to be enriched in 5’-UTRs of mRNAs bound by HOW(S). **D** Frequency at which GCG(A/U)G motif identified in 5’-UTR of HOW(S) bound transcripts compared to the 5’-UTRs of all testis expressed transcripts. **E** Percentage of transcripts bound by HOW(S) that had either of the top UTR motifs, both, or neither in their respective UTRs. **F** Schematic of the 3’ end of hipk transcript, purple is CDS, grey is UTR, and asterisks mark (A/G/U)CUAAC sites in the 3’-UTR.

Other distinct motifs were found enriched in the 5’-UTRs of HOW(S) bound mRNAs, including GCG(A/U)G (Fig. 3C), but these do not show similarity with previously identified HOW binding sites^9,14,16^. Although these are unlikely to be HOW(S) binding sites, because their sequence differs dramatically from the previously characterised ACUAA motif, these motifs may be important for HOW(S) RNA-protein complexes as they are highly enriched in the HOW(S) bound mRNAs—the GCG(A/U)G motif is present in 60% of HOW(S) bound mRNAs (Fig. 3D). Instead, these motifs may represent sequences that are bound to another RNA-binding protein (RBP) associated with HOW(S), since RIP-seq will identify both indirect and direct interactions. This type of co-binding has been demonstrated for HOW(L), which can interact with the RBP SXL, with the two proteins binding distinct sequences in the 5’-UTR of *msl-2*^9^. We also observed that 31% of HOW(S) bound mRNAs contain both the top 5’- and top 3’-UTR enriched motifs in the respective UTRs (Fig. 3E), which indicates that HOW(S) molecules could bind to both UTRs of an mRNA transcript simultaneously, potentially regulating the mRNA in numerous ways. This has been shown for other RBPs during development e.g. SXL during sex determination^17^.

Further analysis of the HOW(S) bound transcripts that have the (A/G/U)CUAAC motif reveals that 21% of them contain multiple repeats of this motif in their 3’-UTRs, which is substantially higher than that found in all testis expressed transcripts (Fig. 3B). RBPs often bind RNAs in a modular manner, and HOW, along with many of the STAR proteins, dimerise^18^. Thus, multiple binding sites in HOW(S) bound transcripts could indicate a modular binding mode. This pattern is also seen for the top 5’-UTR enriched motif GCG(A/U)G (Fig. 3D), indicating that this too may represent a modular RBP binding region.

One such mRNA which has multiple predicted binding sites is *hipk*. Hipk protein functions in multiple signalling pathways, including Notch^19^, Hippo^20,21^ and the JAK-STAT pathway^22^, and is essential for germline development in *C. elegans* and mouse spermatogenesis^23,24^. 

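Hipk-RA (FBtr0072552) is a transcript of 11261 nucleotides. It is transcribed from the Hipk gene, which lies on chromosome 3L of Release 6 of the genome from 543060 to 581099. Its TPM was 0.937 ± 0.0328 (SD, n = 3) in the HOW(S)-HA inputs and 4.29 ± 0.828 (SD, n = 3) in the pull-downs. In nanos-GAL4 it was 1.03 in the input and 3.83 in the pull-down, without replicates. Between 339 and 2264 reads per HOW(S)-HA library were assigned to it, and scaledTPM turned these into between 8.21 and 122 counts. Reads shared with other isoforms of the gene are divided among them by Salmon, so the values of one isoform carry that uncertainty. With input and pull-down as filter groups, its log2(fold change) in HOW(S)-HA was 1.52 (standard error 0.30, FDR-corrected p value 0.128 from edgeR's quasi-likelihood F-test), and it was higher in the pull-down in 3 of 3 pairs. With filterByExpr applied to the libraries as one group, the log2(fold change) was 1.63 (standard error 0.27, FDR-corrected p value 0.0423 from the same test). At that setting the nanos-GAL4 log2(fold change) was 1.17 (FDR-corrected p value 0.152 from edgeR's exact test), and the interaction between line and pull-down was 0.41 on the log2 scale (unadjusted p = 0.465 from edgeR's quasi-likelihood F-test), so a difference in enrichment between the lines was not detectable. The FDR-corrected p value was 0.0394 without replicate 1, 0.289 without replicate 2 and 0.135 without replicate 3. Without replicate 1 the transcript also passed in nanos-GAL4 (FDR-corrected p value 0.0452 from edgeR's exact test), so it was enriched and not specifically enriched. With Salmon's estimated reads in place of scaledTPM it was 0.0629.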

*Hipk-RA* transcript (FBtr0072552) was identified as enriched in the HOW(S)-HA RIP-seq and contains four (A/G)CUAAC sites within its 3’-UTR (Fig. 3F), therefore likely represents a key HOW(S) target with downstream roles in signalling pathways essential in maintaining the stem cell niche and cell fate.

### Recombinant HOW-STAR domain binds enriched motifs within HOW(S) bound RNAs with high affinity

To test the binding of HOW to the motifs identified as enriched from RIP-seq we recombinantly expressed HOW’s STAR domain (Fig. 4A and Supplementary Fig. 4A–C) and performed fluorescence anisotropy (FA) binding assays. This domain is common between all protein isoforms of HOW including HOW(S) and HOW(L) (Fig. 4A)^25^. FA measures the kinetics of protein-RNA binding by detecting changes in the tumbling rate of fluorescently labelled RNAs by the degree of depolarisation^26^. 

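The RIP-seq values of jvl-RF (FBtr0305694), a transcript of 6493 nucleotides, were read beside those of Hipk-RA. The jvl gene lies on chromosome 3R of Release 6 from 14741582 to 14795868. TPM of jvl-RF was 1.09 ± 0.194 (SD, n = 3) in the HOW(S)-HA inputs and 3.84 ± 1.24 (SD, n = 3) in the pull-downs. The single nanos-GAL4 libraries had 1.40 in the input and 4.69 in the pull-down, the latter inside the range of the HOW(S)-HA pull-downs. In HOW(S)-HA its log2(fold change) was 1.05 (standard error 0.21, FDR-corrected p value 0.129 from edgeR's quasi-likelihood F-test) with input and pull-down as filter groups, and 1.10 (standard error 0.20, FDR-corrected p value 0.0496) with the HOW(S)-HA libraries as one group in the filter. It was higher in the pull-down in 3 of 3 pairs. In nanos-GAL4 the log2(fold change) was 1.02 at the latter setting (FDR-corrected p value 0.203 from edgeR's exact test), and the interaction was 0.03 on the log2 scale (unadjusted p = 0.971 from edgeR's quasi-likelihood F-test). The FDR-corrected p value at that setting moved above 0.05 without any one of the 3 replicates, to 0.0835, 0.336 and 0.124 without replicate 1, 2 and 3. The lola-RF isoform was not analysed here.

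**Figure D2:**
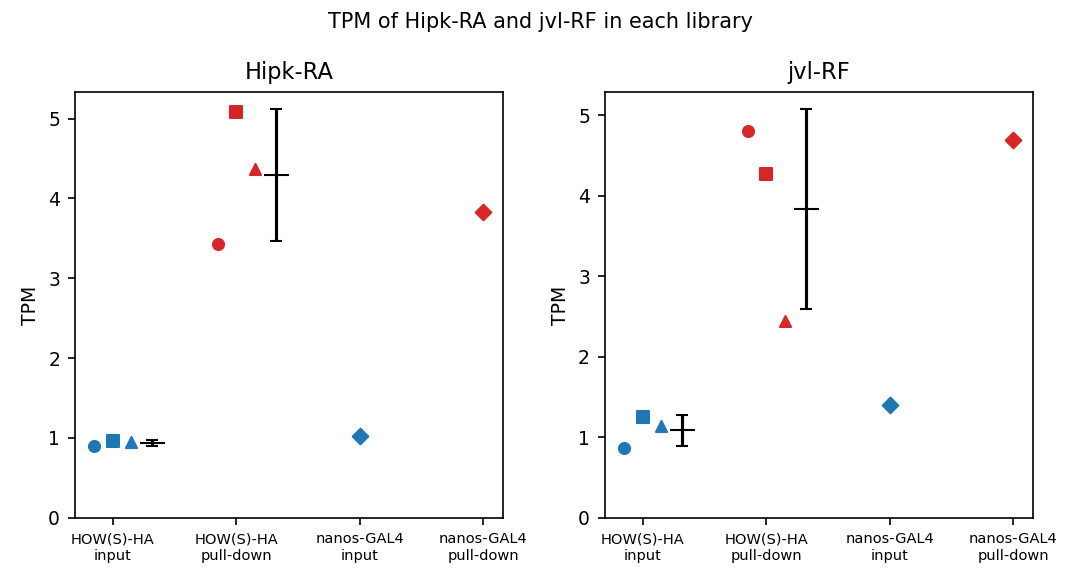
TPM of Hipk-RA (left) and jvl-RF (right) in each of the 8 libraries, with inputs in blue and pull-downs in red. Circles, squares and triangles are HOW(S)-HA replicates 1, 2 and 3, diamonds are the single nanos-GAL4 libraries, and horizontal bars with whiskers are the mean and SD of 3 replicates. In both lines the pull-down lies above the input for both transcripts.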

Three different mRNAs that we identified as being bound by HOW(S) in GSCs and early spermatogonia were selected to test HOW binding to sequences from within these transcripts that were identified as highly similar to the enriched motifs (*jvl-RF, lola-RF and Hipk-RA)*.

**Fig. 4:**
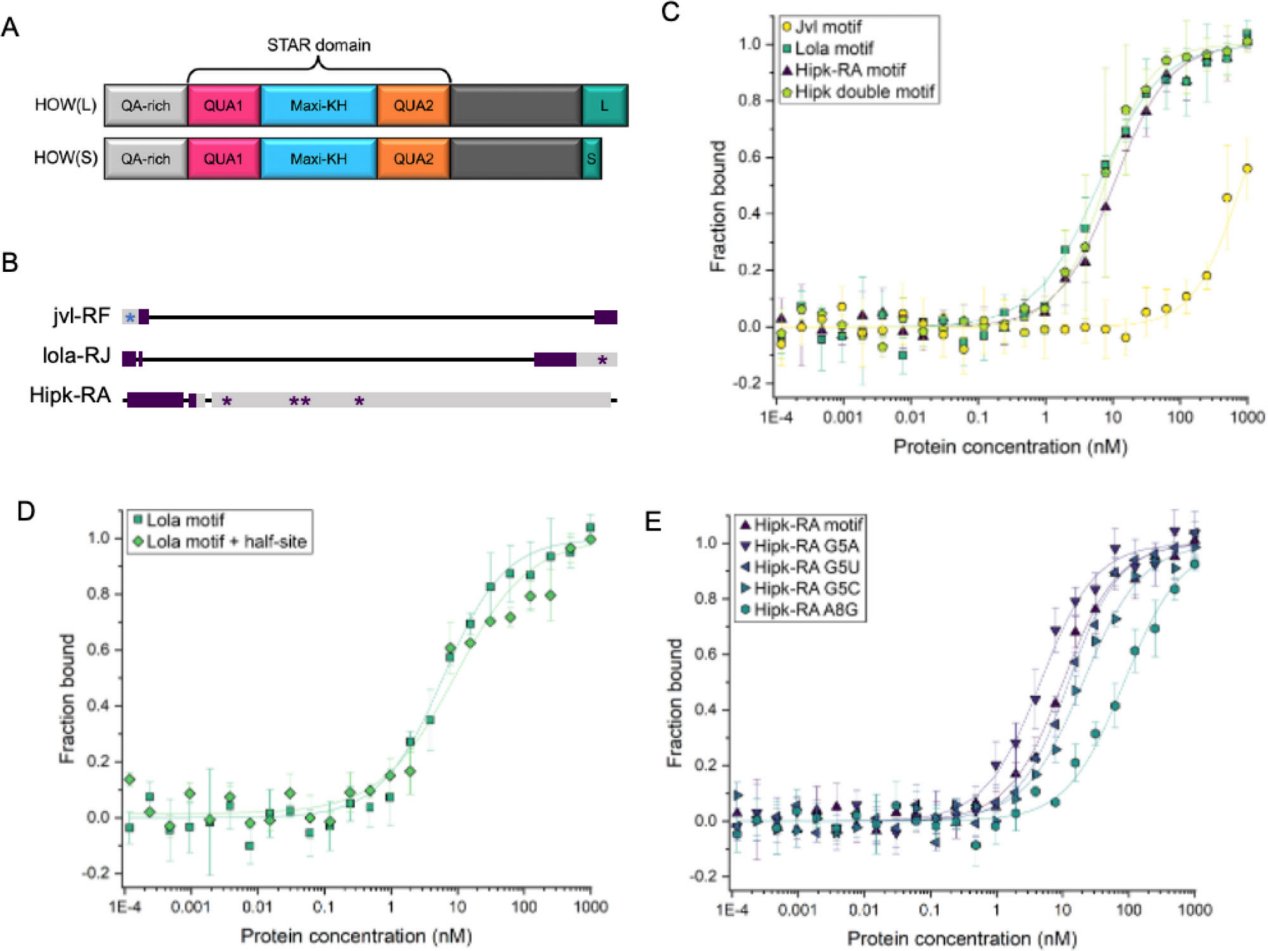
HOW KH domain binds to HOW(S) targets with high affinity and specificity. **A** Schematic of two HOW protein isoforms, indicating the STAR domain, which was expressed recombinantly (codon optimised STAR domain, amino acids 72–266 (HOW-PB; FBpp0083576). **B** Schematic of three transcripts bound by HOW(S): the 5’ end of jvl-RF, and 3’ ends of lola-RF and Hipk-RA. Asterisks mark the 5’-UTR (blue) and 3’-UTR (purple) motifs. Purple bars are CDS, grey is UTRs. **C** FA binding plots from jvl motif, lola motif and Hipk-RA motif, as well as the Hipk double site. The higher the protein concentration required to achieve complete RNA binding indicates weaker binding. Error bars represent standard deviation between 3 experimental replicates carried out on same FA plate. **D** FA binding plots for lola motif and lola motif + half-site. **E** FA binding plots for mutations in the Hipk-RA motif. Error bars represent standard deviation between three experimental replicates (distinct binding reactions) carried out on same FA plate.

A site was selected from the 5’-UTR of *jvl* transcript (FBtr0305694)(Fig. 4B) that contained the most highly enriched 5’-UTR motif within HOW(S) bound mRNAs: GCGUG (Table 1-Jvl). FA analysis of this Jvl RNA oligo revealed that HOW-STAR did not bind to this site in the low nanomolar range (Fig. 4C and Table 1). This suggests that although the GCG(A/U)G motif is highly enriched in the 5’-UTRs of HOW(S) bound mRNAs, it is unlikely to be an in vivo HOW(S) binding site. An alternative explanation could be that HOW(S) interacts with a second RBP, which provides the RNA-binding specificity for these interactions. One potential candidate is SLIRP1 protein, which has a binding motif that is highly similar to the one found in the 5’-UTR of HOW(S) bound RNAs: GCG(U/C)(G > A/C/U)^16^ and is highly expressed in the testis.

**Table 1:** Summary of HOW binding affinities for HOW(S) predicted binding sites

Oligo name	Sequence	Apparent *K*_D_ (nM) to 3 sig. fig.	Standard error (±)
Jvl	GUUGGCGUGUUUU	803	1064
Lola	ACACACUAACUCGU	6.05	0.62
Lola + half-site	ACACACUAACUCGUAACUAUG	9.25	1.57
Hipk-RA	AGCAGCUAACAAUU	10.1	0.73
Hipk-RA G5A	AGCA**A**CUAACAAUU	4.65	0.56
Hipk-RA G5U	AGCA**U**CUAACAAUU	12.4	1.25
Hipk-RA G5C	AGCA**C**CUAACAAUU	20.4	2.86
Hipk-RA A8G	AGCAGCU**G**ACAAUU	85.3	22.1
Hipk double motif	UACAACUAACAACUAACAGAU	7.46	1.76

Sequence of oligos based on the predicted binding sites within HOW(S) targets, along with apparent *K*_D_ and standard error calculated from FA. The higher the *K*_D_ value, the weaker the HOW-RNA binding. Sequences that match the top motifs from the motif enrichment analysis are underlined, and nucleotides mutated are in bold.

We also tested RNA oligos based on regions from *lola* and *hipk*, two transcripts bound by HOW(S), which contain sequences matching the 3’-UTR HOW(S) motif (Fig. 4B). The *Lola* element contains an ACUAAC motif (Table 1) and HOW-STAR exhibits low apparent *K*_D_ value (6.05 ± 0.62 nM), which reflects high affinity binding to this RNA oligo by FA (Fig. 4C and Supplementary Fig. 4D). Just downstream of this motif is a potential half-site and such half-sites have been suggested to enable stronger binding by STAR proteins^27^. However, the RNA oligo including this additional half-site did not increase the affinity of HOW-STAR for the HOW binding site, as there is little difference in apparent *K*_D_ between Lola (6.05 ± 0.62 nM) and Lola + half-site RNA oligos (9.25 ± 1.57 nM), (Fig. 4D and Table 1). Therefore, we focused simply on HOW(S) binding sites with a complete motif.

Multiple putative binding sites were found in *Hipk-RA* mRNA that match the 3’-UTR enriched motif (Fig. 4B), so we characterised the binding of HOW(S) to RNA oligos containing the sequences of two of these regions (Fig. 3F). The first site (Table 1: Hipk-RA) contains a GCUAAC motif (Table 1) and exhibits high affinity binding (10.1 ± 0.73 nM) with HOW-STAR (Fig. 4C). Our motif enrichment analysis indicated that the first position of the top 3’-UTR motif, (A/G/C)CUAAC, appeared to be the most flexible (Fig. 3A). Therefore, the G from this GCUAAC motif was mutated to A, C or U, and binding tested to understand the effect on HOW-STAR binding affinity in the context of the same 14mer oligo used in these FA experiments (Table 1: Hipk-RA G5A, G5U, G5C). Lower apparent K_D_ values reflect stronger HOW-RNA binding. This revealed that there is a preference for adenosine (4.65 ± 0.56 nM) at this site over guanosine (10.1 ± 0.73 nM), uridine (12.4 ± 1.25 nM) and cytidine (20.4 ± 2.86 nM) (Fig. 4E and Table 1). This is consistent with the motif enrichment analysis, where adenosine is more commonly found compared with other nucleotides (Fig. 3A). To show specificity of HOW binding to these NCUAAC motifs, the adenosine in the fourth position was mutated to a guanosine (Table 1: Hipk-RA A8G), which resulted in a large decrease (85.3 ± 22.1 nM vs ACUAAC in Hipk-RA 10.1 ± 0.73 nM) in HOW-STAR binding affinity (Fig. 4E and Table 1). This is also consistent with the mutational analysis performed on HOW’s binding site in *stripe*’s 3’-UTR, which can be bound by either HOW(S) or HOW(L)^14^.

The second Hipk-RA site contains two HOW(S) motifs in close proximity in the 3’-UTR (Table 1: Hipk double motif). The binding of HOW-STAR with this region, was of very similar affinity (7.46 ± 1.76 nM) to the site only containing one CUAAC motif (Hipk-RA 10.1 ± 0.73 nM), suggesting that only a monomer of HOW is binding to this region, rather than dimer (Fig. 4C and Table 1). Other STAR proteins can bind as dimers and this may be the case for HOW but at more distant sites than those within this ‘double motif’ (Table 1), as a distance of >15nt has been shown to be required for dimer binding of other STAR proteins (e.g. GLD-1, QKI and Sam68)^28^, although avidity effects may also be in play here. For example, a HOW dimer binding to one site might have a *K*_D_ of 10 nM, but a HOW dimer binding to two sites might have a *K*_D_ of 2 nM (so even better than double the strength of binding), because of increased local concentration of the second molecule of HOW.

### HOW(S) binding to mRNAs containing CUAAC motifs act to stabilise mRNAs

To dissect the functional consequence of HOW(S) binding we performed HOW(S) RNAi knockdown in *Drosophila* S2 cells. RNAi duplex treatment resulted in specific knockdown of HOW(S) and not HOW(L) isoform (Fig. 5A). RT-qPCR was performed on four transcripts shown to be bound by HOW(S) in the testis germ stem cells. Three of these transcripts *Lola-RJ*, *Syx1A* and *Talin/Rhea-RB* exhibited significantly increased mRNA abundance upon HOW(S) RNAi knockdown (Fig. 5B–D). This includes *lola* mRNA, which contains HOW motif ACUAAC in its 3’-UTR, shown to be a high-affinity HOW-STAR domain binding site by FA. Fz2 mRNA levels were not significantly affected by HOW(S) RNAi (Fig. 5E). Together, this indicates that HOW(S) binding can result in the destabilisation of mRNAs.

**Fig. 5:**
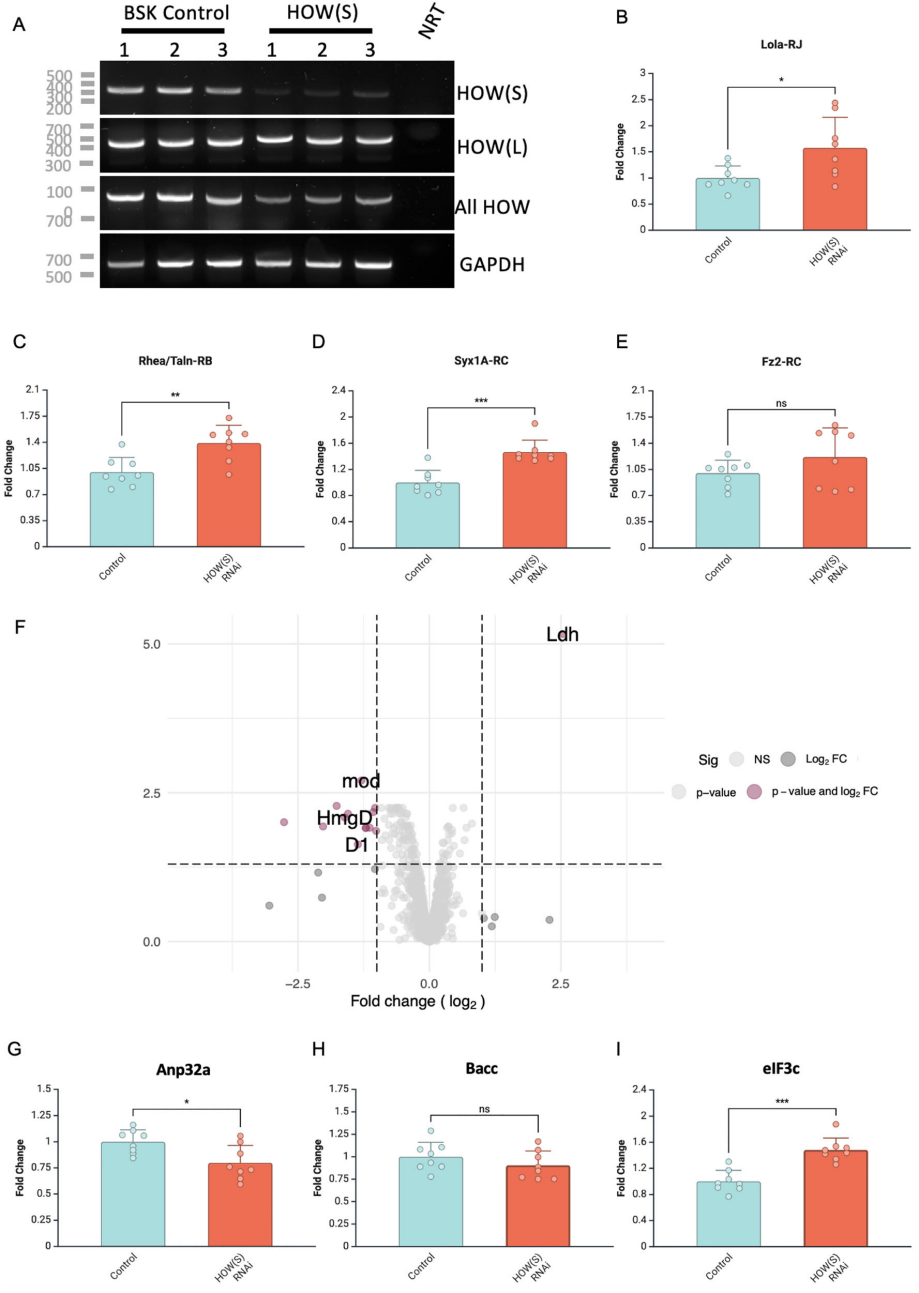
Functional impact of HOW(S) binding on mRNA transcript and protein levels in S2 cells. **A** Agarose gel of RT-PCR showing HOW(S) specific knockdown, compared to HOW(L) and all HOW isoforms, and GAPDH control, with DNA ladder in bp on the left for three replicates (1–3) along with no RT control (NRT). RT-qPCR of **B** Lola-RJ, **C** Rhea/Tain-RB, **D** Syx1A-RC, **E** Fz2-RC, mRNA levels in control compared to HOW(S) RNAi. **F** Volcano plot of proteomic differences between control and HOW(S) RNAi with log_2_ fold change ≥1 and ≤−1 cut-off and *p*_adj_ <0.05 cut-off. Points labelled are those proteins whose mRNAs were identified as bound by HOW(S) RIP-Seq in testis germ stem cells. RT-qPCR of **G** Anp32a, **H**) Bacc and **I** eIF3c mRNA levels in control compared to HOW(S) RNAi. RT-qPCR error bars represent standard deviations of *n* = 8 biological replicates *p value <0.03, **p value <0.005 and ***p value <0.001 unpaired *t*-test.

Given that the transcriptome of S2 cells is substantially different from testis germ stem cells, we also performed an unbiased analysis of proteomic changes upon HOW(S) RNAi knockdown. This revealed 1 protein upregulated and 14 proteins downregulated, with cut-offs of log_2_ fold change ≥1 and ≤−1 and *p*_adj_ < 0.05 (Fig. 5F and Supplementary Data 2). The mRNAs encoding these proteins were analysed to determine if they contained motifs found to be enriched in germ stem cell RIP-Seq. On inspecting all possible transcripts generated from these 15 regulated genes, ten were found to contain either the top 5’-UTR or 3’-UTR motifs, with seven containing CUAAC within the 3’-UTRs or 5’-UTRs (Supplementary Data 2). The levels of the three transcripts, which contained 3’-UTR CUAAC motifs and were significantly downregulated at the protein level (Fig. 5F and Supplementary Fig. 5A–C) were analysed by RT-qPCR (Fig. 5G–I). *Mapmodulin* (Anp32a) RNA levels were significantly reduced upon HOW(S) RNAi (Fig. 5G), *Bacc* mRNA levels were unaffected (Fig. 5H), whilst *eIF3c* mRNA levels were significantly increased (Fig. 5I). Surprisingly, those mRNAs identified by testis RIP-Seq and shown to have altered mRNA levels upon HOW(S) RNAi, did not significantly change at the protein level (Supplementary Fig. 5D–F). Together, this data suggests that cytoplasmic HOW(S) binding to 3’-UTR CUAAC motifs can act to stabilise or destabilise mRNA levels depending on the transcript. HOW(S) also has the potential to translational regulate mRNAs since *Bacc* mRNAs were unaffected, whilst protein levels were. Overall, these data indicate that cytoplasmic HOW(S) binding has varied effects on post-transcriptional gene regulation, potentially depending on the position of binding, number of sites and interacting partners.

## Discussion

Overall, we have identified 121 novel targets of cytoplasmic HOW(S) in testis germ cells, several of which are involved in signal transduction. Within these HOW(S) bound RNAs, the (A/G/U)CUAAC motif is enriched in 3’-UTRs and GCG(A/U)G in 5’-UTRs. This 3’-UTR motif is similar to potential HOW binding sites identified in *stripe* and *dpp* mRNAs, as well as the consensus sequences of other STAR proteins. The STAR domain of HOW has strong (nanomolar *K*_D_) affinity for RNA elements containing the CUAAC motif from *lola* and *hipk* mRNAs, but not with the GCG(A/U)G 5’-UTR motif. The motifs tested for HOW-STAR domain binding here are similar to those previously characterised (ACUAA) to be bound by HOW(L) in *dpp, miple1, bam* mRNAs^14^. Due to previous challenges in generating soluble full-length recombinant STAR proteins, HOW’s STAR domain alone was used in FA experiments to analyse RNA binding. Therefore, a limitation of our work could be that binding affinities for target mRNAs might be different if the additional domains were present. Specifically, STAR proteins are known to be regulated by signalling pathways via post-translational modifications, which can influence RNA-binding affinity (e.g. Sam68)^29^. These binding sites could potentially be bound by HOW(L) in the nucleus; however, our RIP-Seq has shown them to be bound by HOW(S) in the cytoplasm. The functional consequence of these different HOW-RNA interactions in these two compartments are likely to be different, given the varied roles HOW plays in RNA biology. RNAi S2 cells revealed that HOW(S) can contribute to mRNA stabilisation/destabilisation and translational control, whereas HOW(L) binding to transcripts in the nucleus can regulate splicing^5^, destabilise mRNAs^30^ or increase nuclear transcript retention^9^. Our work is consistent with the impact of HOW binding on *stripe* mRNA molecules in tendon cells. HOW(L) has a destabilising effect, which is dependent on its nuclear localisation, while cytoplastic HOW(S) stabilises^10^. Early in tendon cell differentiation, HOW(L) negatively regulates Stripe protein by retaining *stripe* mRNA in the nucleus, while the expression of HOW(S) later in embryogenesis promotes the release and stabilisation of *stripe* mRNA in the cytoplasm^10^. Potentially, a similar mechanism exists during spermatogenesis.

Together, these results provide new insight into STAR protein-RNA interactions and their potential importance to spermatogenesis. Given the importance of HOW to germ stem cells, understanding these novel cytoplasmic protein-RNA networks and their functional consequences will shed new light on how the balance of self-renewal and differentiation is regulated in stem cells.

## Methods

### Fly husbandry and stocks

Flies were kept in a 25 °C humidified room with a 12:12 h light:dark cycle and raised on 10 ml standard sugar-yeast-agar medium^31^. Crosses were generated by collecting unmated flies, then five to ten flies of each sex were placed into a vial together with grains of active baker’s yeast. UAS-HOW-S-HA line generously gifted by Prof T. Volk, *nanos*-GAL4 line used is #64277 from BDSC.

### Immunofluorescence

About 0- to 3- day-old unmated male flies were anaesthetised and dissected in 1X PBS. The following fixing, washing and staining steps were carried out with samples rotating. Testes were fixed with 4% paraformaldehyde in PBS for 40 min at room temperature (RT). Washed with 1X PBX (Supplementary Table 1) three times, blocked with blocking buffer (Supplementary Table 1) for 1 h at RT. Primary antibodies were used in 1X PBX and applied for 2 h at RT or overnight at 4 °C. Testes were washed three times and then incubated with secondary antibodies for 2 h at RT or overnight at 4 °C. This process was repeated for the next primary and secondary antibody pair. Samples were mounted with Vectashield antifade mounting medium with DAPI (Vector Laboratories). All antibodies used are described in Supplementary Table 2. Slides were imaged using a Zeiss LSM880 Upright Confocal Microscope with the 40X oil-immersion objective and Zen imaging software. The lasers used were Argon 488, DPSS 561 nm, and Diode 405 nm.

### Ribonucleoprotein immunoprecipitation

The reproductive systems of 0–3-day-old male flies (mated and unmated) were dissected in 1X PBS with 30 U/mL RNasin Plus RNase inhibitor (Promega). After ten pairs of testes were dissected, the tissue was snap frozen in liquid nitrogen. At least 1000 pairs of testes were collected per sample. Tissue was homogenised with an equal volume of RIP lysis buffer (Supplementary Table 1) with a micropestle and then with 23 23-gauge needle. Lysates were incubated on ice for 30 min, inverted halfway, and then snap frozen. Samples were thawed and centrifuged at 15,000×*g* for 15 min at 4 °C. About 20 µL or 10% of supernatants (whichever was less) was set aside and snap frozen as the ‘input’ samples.

RIP pull-downs were adapted from ref. ^32^. About 180 µL of anti-HA beads (Pierce, #88837) per sample were used and washed five times in ice-cold NT2 buffer (Supplementary Table 1) prior to usage. Beads were resuspended in NT2 buffer at 5.5 times the volume of the sample, and 0.2 U/μL of RNase inhibitor and EDTA, pH 8, to a final concentration of 20 mM were added. Beads and lysates were combined and incubated while tumbling for 1 h at RT. After incubation, the supernatant was taken as the ‘flow through’ samples and snap frozen. Beads were then washed five times in 1 mL NT2 buffer.

A quarter of the beads were eluted for protein samples; these were boiled at 95 °C for 10 min in 25 µL of 2X protein sample buffer (Supplementary Table 1). These samples were analysed by western blotting. The antibodies used for Western blots are described in Supplementary Table 3.

The remaining three quarters of the beads went through RNA elution and extraction. First, the elution samples were treated with 20 mg/mL proteinase K at 65 °C for 35 min. Then supernatants from this step, alongside proteinase K-treated ‘input’ samples, were treated with three times their volume in Trizol for 5 min at RT. About 0.15% (v/v) chloroform was added, and tubes were vigorously shaken for 15 s, incubated for 3 min at RT before being centrifuged at 12,000×*g* for 15 min at 4 °C. The aqueous phase was collected, and 1 volume of isopropanol was added along with 1 µL glycoblue and 0.3 M NaCl. The RNA was precipitated at −80 °C for at least 3 h. After precipitation, samples were centrifuged at 13,300×*g* for 20 min at 4 °C. The pellet was washed twice with 70% ethanol with 5 min centrifuge spin in between. After the final spin the supernatant was removed and the pellet was left to air-dry for 10–15 min. The pellet was resuspended in 18 µL nuclease-free water.

### Sequencing and computational analysis

#### Sequencing

The RNA from the lysates and elutions of three HOW(S)-HA samples and the *nanos*-GAL4 parental control was prepared using the Ribo-Zero rRNA Removal Kit (Illumina), followed by the TruSeq Stranded Total RNA Library Prep (Illumina). About 100 ng of each sample was pooled and sequenced on the same lane on the NextSeq 500 Illumina sequencer using the High Output Kit v2.5 (75 Cycles), i.e. 75 bp single-end sequencing.

#### Filtering

The adaptor sequence (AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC) was trimmed from reads with Cutadapt (version 1.1)^33^. Reads were filtered out if the quality score was below 20 for 10% or more of the read. Filtering was done using the ‘Filter by quality’ tool in Galaxy (version 1.0.2)^34^. Next, rRNA and tRNA reads were removed using Subread (version 2.0.0)^35^. The tRNA fasta file was from release 6.22 of the *D. melanogaster* genome. The rRNA fasta file was from RiboGalaxy’s Shared Data library (UUID: 0f0983aa-3afb-4b5f-a417-23593a3df1ef).

### Transcriptome mapping

Transcriptome indexing and quasi-mapping was carried out using Salmon (version 0.14.2)^36^. A decoy-aware transcriptome was indexed with a pre-computed decoy sequence file provided by the Salmon developers. The transcriptome and decoy files used were based on the *D. melanogaster* genome from Ensembl release 97, which corresponds to FlyBase’s release 6.22. The k-mer size selected for indexing the transcriptome was 31. The reads remaining after filtering were quasi-mapped to the transcriptome with library parameter (-l) set to SR to correspond with the reverse-stranded library type. The k-mer parameter (-k) was set to 31.

#### Differential transcript enrichment

The following analysis was executed in RStudio, version 0.99.486, with R version 3.6.2^37^. Transcript counts from Salmon were imported using the tximport package (version 1.14.0)^38^ using txOut=TRUE and countsFromAbundance = 'scaledTPM' while importing. Differential enrichment was carried out with the edgeR package (version 3.28.0)^39,40^. Low-expression transcripts were filtered using the filterByExprfunction, libraries were normalised using calcNormFactors.

Two factors were defined for the HOW(S)-HA samples: condition and pairing. The condition referred to whether a sample was a total RNA or a pull-down RNA sample. Pairing refers to the three pairs of total and pull-down RNA samples. Thus, the design matrix was submitted as follows: model.matrix(~sample$condition + sample$pair). One factor was defined for the *nanos*-GAL4 samples to differentiate between the total RNA and pull-down RNA. The design matrix was submitted as: model.matrix(~group). For the HOW(S)-HA samples, dispersion was estimated with the design matrix taken into account. Then, testing for differential genes and transcripts was carried out with the quasi-likelihood *F*-test, as per the edgeR manual instructions. For the *nanos*-GAL4 samples, the exact test was used with the dispersion set as the square of the biological coefficient of variation (BCV). The BCV was set as the square root of the common dispersion from the HOW(S) data.

Finally, transcripts from the HOW(S)-HA RIP-seq data were classed as significantly enriched or depleted if they had an adjusted *p* value <0.05, had a log_2_(fold change) above 1 or below −1, and if they did not meet these same thresholds in the *nanos*-GAL4 data.

#### Gene ontology

Gene ontology analysis was carried out in Gene Ontology enRIchment anaLysis and visuaLizAtion tool (GOrilla)^41,42^. The running mode used two unranked lists of genes: (1) enriched transcript list converted to their gene IDs, (2) transcripts that were not filtered out by edgeR’s filterByExprfunction converted to their gene IDs. *D. melanogaster* genes under the GO term ‘signal transduction’ (GO:0007165) were accessed via FlyBase’s controlled vocabulary tool.

#### Motif enrichment

Discriminative regular expression motif elicitation (DREME) from MEME-Suite (MEME version 5.1.0, with Python version 2.7.15) was used to carry out the motif enrichment analysis on 5’ and 3’-UTRs^43^. Control sequences were generated from the list of transcripts that were not filtered out by edgeR’s filterByExpr function. DREME was implemented using the -norc flag, so only the strand given was searched and not the complementary sequences, -rna flag was used to indicate the sequences were of RNA not DNA, and -m was set to 25 to stop searching after 25 motifs had been found.

#### Principal component analysis

Principal component analysis (PCA) was performed using the PCAtools (version 1.2.0)^44^ package in R. PCA was carried out on the triplicate HOW(S)- HA pull-down samples with the log_2_(counts per million) from the transcript-level data, as calculated by the edgeR package in section 2.6.3.4. The pca function was used with the removeVar parameter set to 0.1, which removes the lower 10% of variables based on variance. The biplot function was used to generate a graph of PC1 against PC2.

#### Read summarisation

To summarise the genomic features, the filtered reads were aligned to the *D. melanogaster* genome release 6.22 using Subread. The type parameter (-t) was set to 0 to indicate RNA-seq reads, and the remaining parameters were left at their default settings. featureCounts was used to count reads to the following features: ‘gene’, ‘5UTR’, ‘CDS’ and ‘3UTR’^45^. The GTF file used for this was from *D. melanogaster* genome release 6.22, parameter -s was set to 1 to indicate the library preparation results in a stranded library, -g was used to group features into the gene ID meta-feature. The remaining parameters were left at their default settings. Count tables from the ‘gene’ feature were used in Supplementary Data 1.

### Protein expression and purification

Residues 72–266 of *D. melanogaster* HOW (HOW-PB; FBpp0083576), the STAR domain, was codon optimised and ordered from Genewiz and cloned into the pOPIN-J vector^46^. The His_6_-GST-STAR domain was expressed in BL21(DE3) cells overnight at 18 °C. The fusion protein was affinity-purified with a HisTrap column (GE Healthcare), followed by cleavage with 3C protease overnight. The cleavage products were applied to a HisTrap column to remove the His_6_-GST tag. The cleaved STAR domain was further purified by size exclusion chromatography (SEC) using a 26/600 Superdex 75 column and SEC buffer (Supplementary Table 1).

### Fluorescence anisotropy

RNA oligonucleotides were synthesised by Integrated DNA Technologies. Oligos were 3’ labelled with 6-carboxyfluorescein, and all oligos were desalted after synthesis. Binding assays between fluorescein-labelled oligos and purified STAR protein were carried out in triplicate in black 384-well OptiPlates (Perkin Elmer), and control wells (with no RNA) were carried out once. Approximately 20 μL of RNA binding buffer (Sup Table 3) was added to every well. Approximately 20 μL of 4 nM protein was added to the first column and titrated across each row. Finally, 20 μL of 5 nM fluorescein-labelled RNA oligo was added to the appropriate rows, and for the control rows, 20 μL of RNA binding buffer was added instead. The plate was left to equilibrate for at least 45 min. Then, data were collected on a Spark 10 M Multimode Microplate Reader (Tecan) with a 485 nm (20 nm bandwidth) excitation filter, and parallel (S) and perpendicular (P) channel emission filters at 535 nm (25 nm bandwidth).

Anisotropy values were calculated using the emission values for S and P signals (corrected with the control values from protein-only wells) with the following equation:

$${Anistropy}=\frac{S-P}{S+2P}$$

The logistic function in OriginPro 2020 V2 was first used to determine the theoretical minimum and maximum anisotropy values (A_1_ and A_2_, respectively), using the equation below:

$$y={A}_{2}+\frac{{A}_{1}-{A}_{2}}{1+{\left(\frac{x}{{x}_{0}}\right)}^{p}}$$

Where $$y$$ is either anisotropy or fraction bound, $$x$$ is protein concentration, $${x}_{0}$$ is the dissociation constant and $$p$$ is the Hill coefficient. A_1_ and A_2_ were used to calculate the fraction of RNA bound. The logistic function was used again to fit a curve for the fraction bound data. The dissociation constant (x_0_) from these curves was reported as the apparent *K*_D_.

### Cell culture

*D. melanogaster* S2 cells were maintained as previously described^47^. Briefly, S2 cells were grown in Schneider’s medium containing L-glutamine (Lonza), supplemented with 10% (v/v) FBS and 1% (v/v) Penicillin/Streptomycin (GE Healthcare). Cells were maintained at 26 °C in non-vented adherent flasks (Sarstedt).

For RNAi experiments, 2 × 10^6^ cells were seeded per well of a six-well plate. Cells were allowed to settle for 1 h before dsRNA was added. Cells were incubated with dsRNA for 3 days before they were harvested for downstream analysis. Cells were harvested by washing the well with Schneider’s medium. Each cell suspension was split into two, and the cells were pelleted. After removing the medium, RNA and protein were extracted from the two cell pellets.

### RNA extraction and cDNA preparation

RNA was extracted using the Quick-RNA miniprep kit (Zymo). Contaminating gDNA was digested using 24 U/mL Turbo DNAse (Invitrogen), and the RNA was cleaned up using an RNA clean and concentrator kit (Zymo). cDNA was generated using the qScript cDNA synthesis kit (Quantabio).

### PCR, purification of PCR products and qPCR

PCR was performed using recombinant Taq Polymerase (Thermo Fisher, EP0402) as per the manufacturer’s instructions in a T100 Thermal Cycler (BioRad). When performing PCR reactions to amplify RNAi cassettes, where primers contained a T7 promoter and an isoform-specific segment (Supplementary Table 4), the PCR programme consisted of ten cycles at 54 °C and 25 cycles at 65 °C. PCR products were gel extracted using QIAquick gel extraction kit (Qiagen), and large PCR master mixes were concentrated using DNA Clean and Concentrator kit (Zymo).

qPCR was performed using PowerUp SYBR Green Master Mix (Thermo Fisher) in a CFX Connect Thermal Cycler (BioRad). Primers were designed to amplify exon-exon junctions where possible (Supplementary Table 4). mRNA levels were assessed using the DDCq method.

### In vitro transcription

dsRNA was transcribed from PCR products that contained T7 promoters using the TranscriptAid T7 High Yield Transcription kit (Thermo Fisher). Reactions were performed at 37 °C for 3 h. Template DNA was removed, and the RNA was concentrated as above. Annealing buffer was added to the dsRNA (final conc. 10 mM Tris-HCl pH 7.5, 100 mM NaCl) before being heated to 95 °C for 5 min and then cooled at room temperature for 15 min. A total of 10 mg dsRNA was incubated with S2 cells for 3 days.

### Protein extraction and quantification

Pelleted cells were resuspended in RIPA buffer (Abcam) containing 125 U of Benzonase (Sigma-Aldrich). Lysates were incubated on ice for 30 min with occasional agitation before being centrifuged at 17,000×*g* for 5 min at 4 °C. Supernatant was transferred to a fresh tube, and protein concentration was quantified via Pierce Bicinchoninic acid assay (Thermo Fisher). Absorbance was measured at 560 nm in a GloMax Discover Microplate Reader (Promega).

### Mass spectrometry

#### S-TRAP^TM^ digestion

Complex cell lysates suspended in sample buffer and then subjected to S-TRAP^TM^ digestion, as per the instructions (PROTIFI, NY, USA). Briefly, Samples were initially reduced and alkylated using 20 mM DTT for 10 min and 40 mM IAA for 30 min, respectively, followed by acidification of samples using 5.5% phosphoric acid. Acidified samples were then trapped on S-TRAP columns after the addition of sample buffer (100 mM TEAB in 90% methanol) and 1 µg trypsin. Followed by washing with sample buffer, S-TRAP is covered with trypsin and incubated at 47 ˚C for one and half hour. Eluted peptides were concentrated in the SpeedVac concentrator and reconstituted in 0.1% FA.

#### LC-MS analysis of peptides

LC-MS/MS analyses of peptide mixtures were done using a Vanquish Neo UHPLC system connected to an Orbitrap Eclipse Tribrid mass spectrometer (Thermo Fisher Scientific). Prior to LC separation, tryptic digests were online concentrated and desalted using a trapping column (300 μm × 5 mm, μPrecolumn, 5-μm particles, Acclaim PepMap100 C18, Thermo Fisher Scientific) at room temperature. After washing of trapping column with 0.1% formic acid (FA), the peptides were eluted (flow rate – 0.25 nl/min) from the trapping column onto an analytical column (EASY spray column, Acclaim Pepmap100 C18, 2-µm particles, 75 μm × 500 mm, Thermo Fisher Scientific) at 45 °C by a 120 min linear gradient programme (2–50% of mobile phase B; mobile phase A: 0.1% FA in water; mobile phase B: 0.1% FA in 80% ACN). Equilibration of the trapping column and the analytical column was done prior to sample injection into the sample loop. The analytical column with the emitter was directly connected to the ion source.

MS data were acquired in a data-independent strategy (DIA). The survey scan range was set to *m/z* 400–1000 with a resolution of 60,000 (at *m/z* 200) with a standard target value and maximum injection time of 100 ms. HCD MS/MS (30% normalised fragmentation energy) spectra were acquired for a maximum injection time of 55 ms and resolution of 15,000 (at *m/z* 200). The isolation window was set to 15 *m/z*.

#### Mass spectrometry data analysis

The mass spectrometric RAW data files were analyzed using DIA-NN 1.8.1 software. Spectral library was initially generated using cRAP database containing protein contaminants like keratin, trypsin, etc., and UniProtKB protein database for Drosophila melanogaster (taxon: 7227; downloaded 05.2024, version 2024/05, number of protein sequences: 3738). Oxidation of methionine, deamidation (N, Q) and acetylation (protein N-terminus) as optional modifications and carbamidomethyl on cysteine as static modification were used. Trypsin (full) enzyme with two allowed miss cleavages were set. Mass spectra were searched using precursor ion tolerance 10 ppm and fragment ion tolerance 0.02 Da. Peptides and proteins FDR threshold set to <0.01, and proteins with at least one peptide were taken for further analysis.

Output from the DIA-NN software was further processed using the KNIME software container environment (https://github.com/OmicsWorkflows), version 4.7.7a. The processing workflow is available upon request. Briefly, it covered: (a) removal of decoy hits and contaminant protein groups, (b) protein group intensities log2 transformation, (c) LoessF normalisation and (d) differential expression using LIMMA statistical test.

All analysis were performed with R v4.4.0. Before any filtering—cheques were done to check for RNAi off-target effects—the RNAi sequence, including reversing the sequence, complement of the sequence and reverse complement of the sequence was obtained. All possible transcripts associated with the proteins identified in mass-spec, before any filtering, were obtained (no pADJ and no LFC filtering performed). Pairwise alignments were performed between the resulting transcripts and the RNAi sequence(s) to look for any off-target effects, while allowing for incomplete alignment (local alignments, global alignments and short indels allowed). No successful alignments were determined. Also checked the RNAi sequence against the full transcript DB, to ensure nothing was missed.

### Identification of motifs in mass spectrometry hits

The resulting mass-spec data were filtered with a *p*^ADJ^ < 0.05 and an absolute log_2_ fold change of >1. The remaining identified proteins of interest were mapped to their appropriate transcript IDs with the BioConductor R package AnnotationDbi^48^ and the genome annotation for the fly database. In the case of a protein mapping to multiple transcript IDs, the transcript consisting of the longest 5’ UTR was retained. Both the 5’ UTR and 3’ UTR sequences for all identified transcripts were obtained using the genome fly annotation. DREME from the meme-suite was used on the obtained UTRs with the following flags: -norc, -rna, -m 25^49,50^.

### Analysis of previously identified motifs

The previously filtered and transcript ID-mapped protein hits from Mass-Spec were utilised to search for previously determined enriched motifs (5’ UTR - GCG(A/U)G and 3’ UTR - (A/U/G)CUAAC) were searched for in the obtained UTR sequences. The mass spectrometry protein hits were also mapped to their gene IDs, all 5’ UTR and 3’ UTR sequences obtained, and a subsequent search was undertaken with the enriched 5’ UTR and 3’ UTR gene motifs, GCG(A/G/C)A and UACU(A/C)(A/G), respectively.

### Overlap with less stringent RIP-Seq results

Three forms of analysis were performed to identify a common overlap. The Mass-Spec data was filtered as follows: (i) no filtering/stringency of any kind, (ii) filtering by *p*^ADJ^ < 0.05 only and (iii) filtering by *p*^ADJ^ < 0.05 and an absolute log_2_ fold change >1. Proteins identified in the filtered and unfiltered Mass-Spec data were mapped to fly annotation gene IDs using the BioConductor R package AnnotationDbi^48,50^ and the genome annotation for the fly database. Where transcript IDs were the primary identifier for the RIP-Seq results, these were mapped to their gene IDs using the same methods. A search for the gene IDs obtained from the three different, previously described mass-spec filtering conditions was performed using the gene IDs from the RIP-Seq results.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

RIP-seq data have been deposited to the Gene Expression Omnibus with accession ID: GSE201319. Summary of the 121 HOW(S) bound mRNAs, their enrichment level, expression level, motifs contained and association with signal transduction GO terms can be found in Supplementary Data 1. Mass spectrometry data have been deposited in PRIDE with accession PXD070902. Summary of the mass-spec data relating to the HOW(S) targets can be found in Supplementary Data 2.

# Supplementary material for: Held out wings RNA binding activity in the cytoplasm during early spermatogenesis
**Source:** Commun Biol. 2026 Jan 12;9:156. doi: 10.1038/s42003-025-09435-4
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Figure 1

A

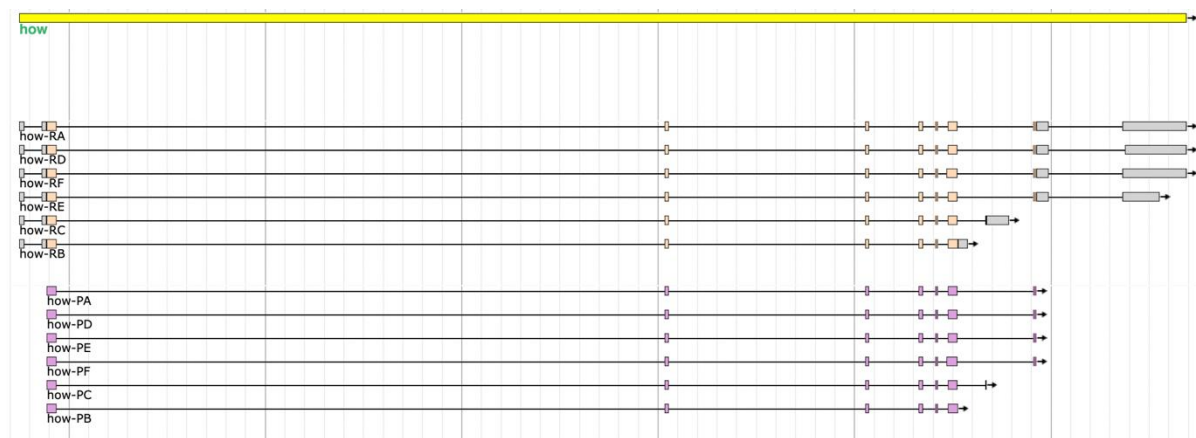

B

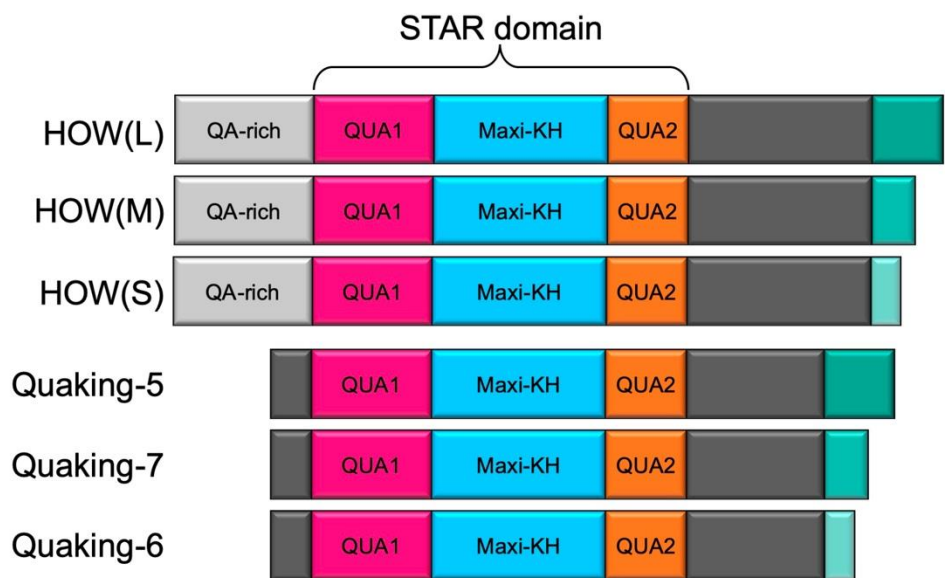

**Supplementary Figure 1: Isoforms of HOW and its human ortholog quaking**  
(A) Genomic structure of *HOW* and its RNA and protein isoforms in FlyBase. *HOW(S)* corresponds to *how-PB* translated from *how-RB*. *HOW(L)* corresponds to *how-PA*, *PD*, *PE* and *PF*. (B) Schematic showing different protein isoforms of *HOW* (*S*, *M*, *L*) and its human ortholog *Quaking* (*5*, *6* and *7*). *Quaking-6* is orthologous to *HOW(S)* and its also cytoplasmic.

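The how gene lies on chromosome 3R of Release 6 from 22042191 to 22079321, and Supplementary Data 1 pairs 6 of its transcripts with identifiers. TPM of how-RB (FBtr0084178) was 0.613 ± 0.204 (SD, n = 3) in the HOW(S)-HA inputs and 1.02 in the nanos-GAL4 input. Summed over the 6 isoforms, the HOW(S)-HA inputs had 3.16 ± 0.419 (SD, n = 3) and the nanos-GAL4 input 3.65, which are the values of Supplementary Data 1. No higher level of how RNA was therefore detectable in the inputs of testes with the transgene. In the pull-downs, how-RB reached a TPM of 15.4, 7.17 and 2.19 in HOW(S)-HA replicates 1, 2 and 3 and 2.51 in nanos-GAL4. Its log2(fold change) in HOW(S)-HA was 2.57 (standard error 0.49, FDR-corrected p value 0.125 from edgeR's quasi-likelihood F-test) with input and pull-down as filter groups. DESeq2's Wald test of the same transcripts gave an FDR-corrected p value of 0.00436. Pull-down over input was between 1.57 and 3.82 on the log2 scale in the 3 pairs, against 0.59 in nanos-GAL4, and the interaction was 1.92 (unadjusted p = 0.116 from edgeR's quasi-likelihood F-test). The ratios of the 3 pairs and the nanos-GAL4 value of 0.59 were normalised and computed separately, so their distance is not exact. As plain TPM ratios on the log2 scale, how-RB was at 5.08, 3.09 and 2.02 in the 3 pairs and at 1.30 in nanos-GAL4. TPM of how-RC (FBtr0100514) was 1.18 ± 0.239 (SD, n = 3) in the inputs and 4.80 ± 1.16 (SD, n = 3) in the pull-downs, and in nanos-GAL4 1.27 in the input and 3.80 in the pull-down. The isoforms how-RA and how-RD were listed at 0 in some libraries and not in others of the same group, so the division of reads among how isoforms is uncertain.

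**Figure D3:**
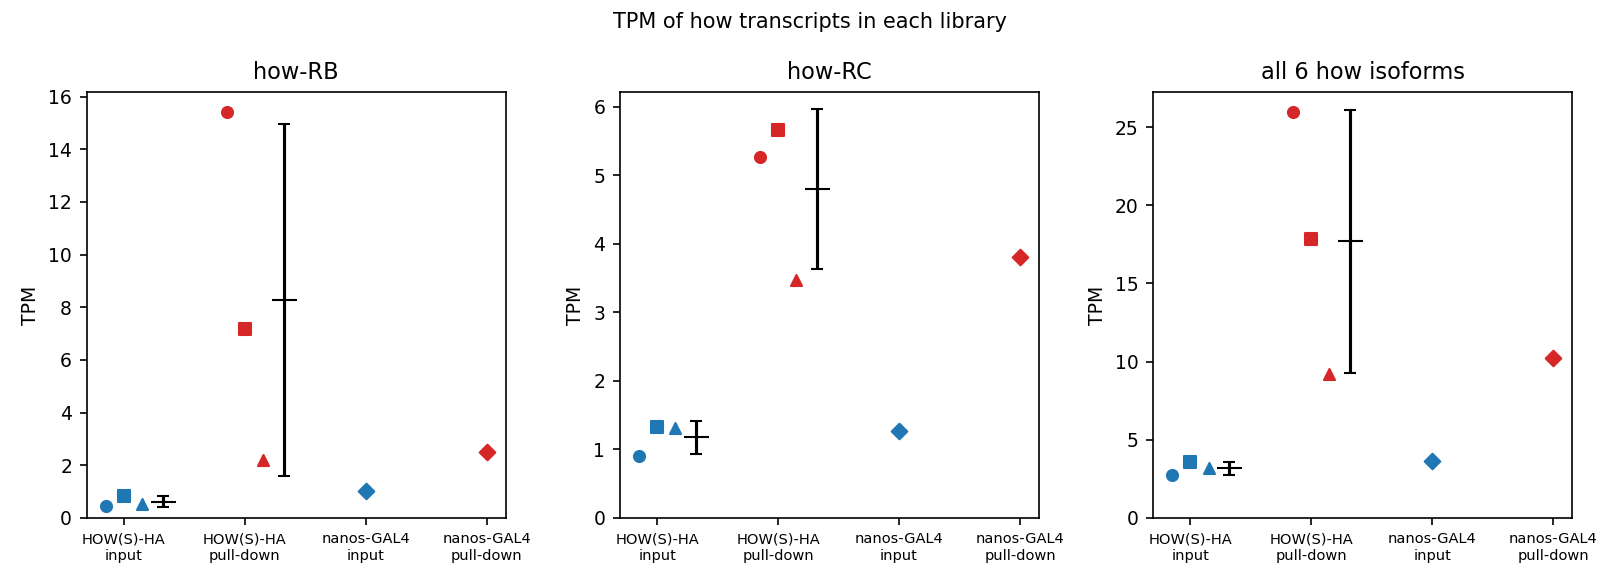
TPM of how-RB, of how-RC and of the 6 how isoforms together in each of the 8 libraries, with inputs in blue and pull-downs in red. Circles, squares and triangles are HOW(S)-HA replicates 1, 2 and 3, diamonds are the single nanos-GAL4 libraries, and horizontal bars with whiskers are the mean and SD of 3 replicates. For how-RB the HOW(S)-HA pull-downs run from 2.19 to 15.4.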

# Supplementary Figure 2

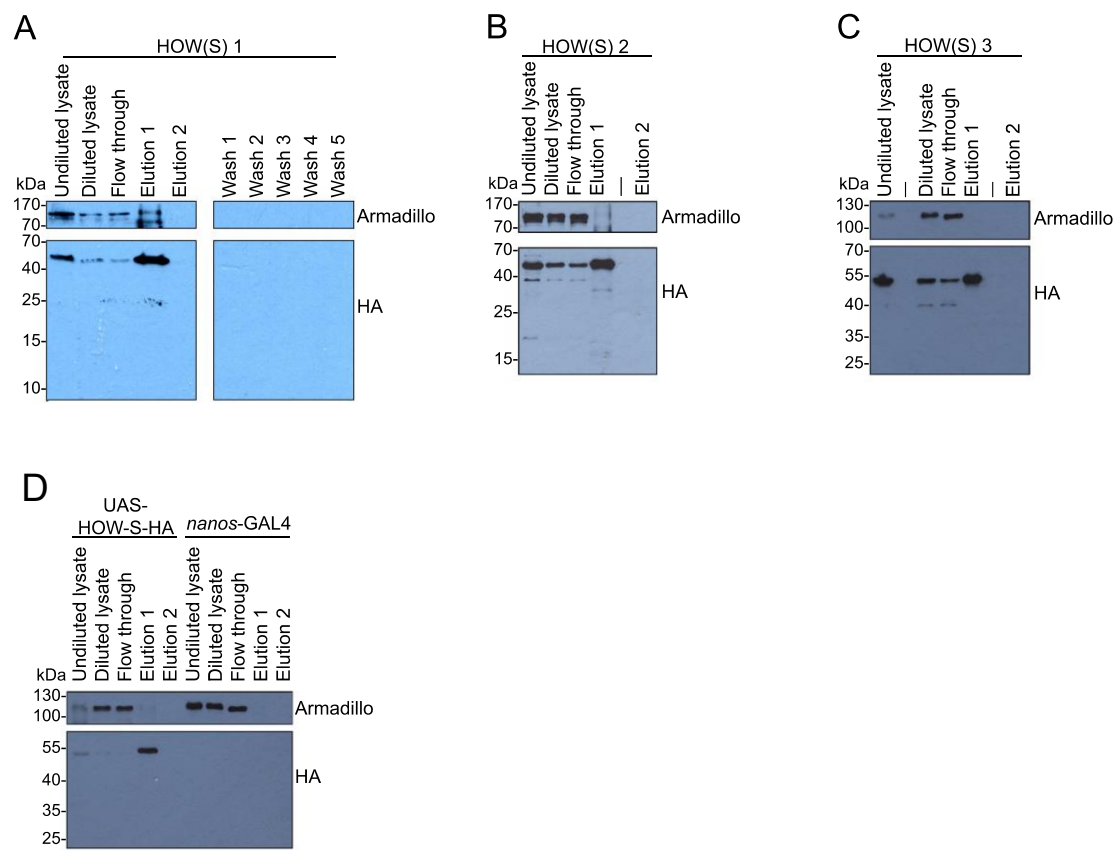

## Supplementary Figure 2: Expression and pull-down of HA-tagged HOW(S) from cytoplasm of germ cells

Western blots of HOW(S)-HA pull-down from both experimental *nanos*-GAL4>HOW(S)-HA flies (A-C) and parental control lines (D). Elution 1 and 2 refer to the two sequential rounds of elution performed. Lack of signal in elution 2 indicates that all bound protein was eluted in elution 1.

# Supplementary Figure 3

A

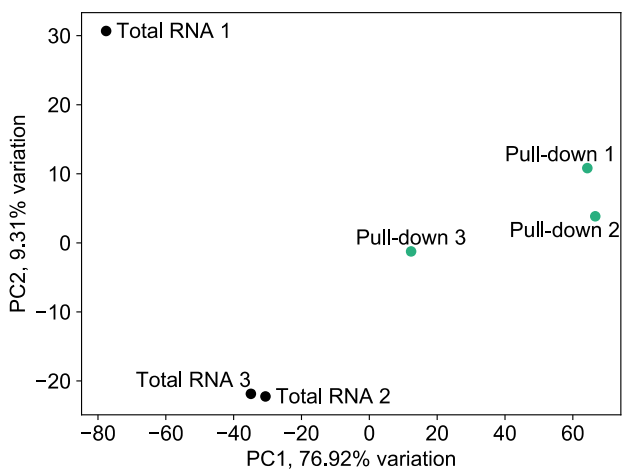

B

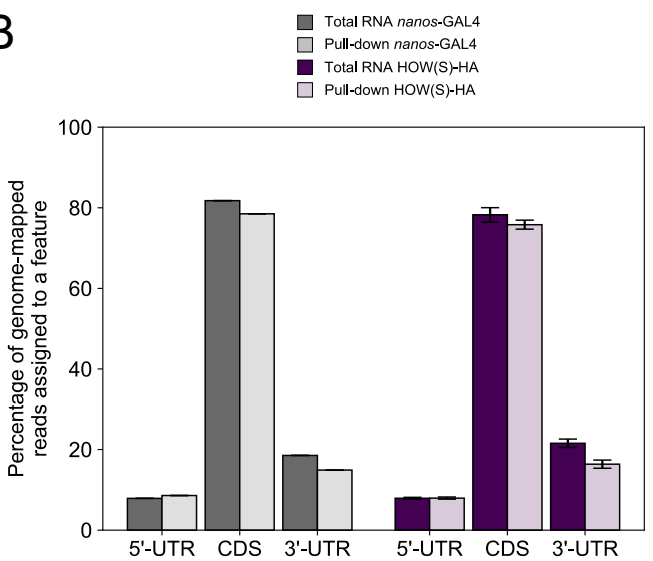

C

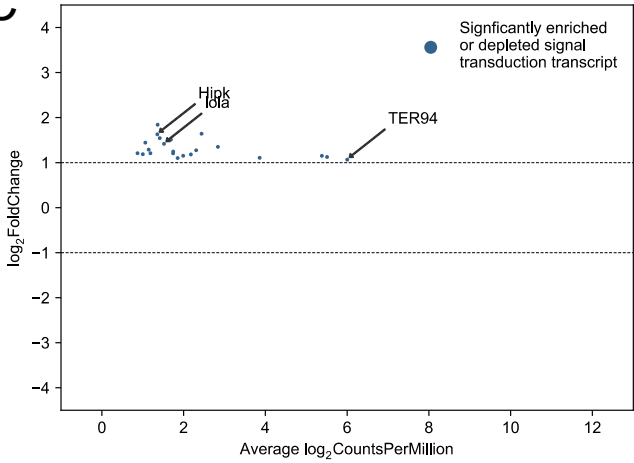

D

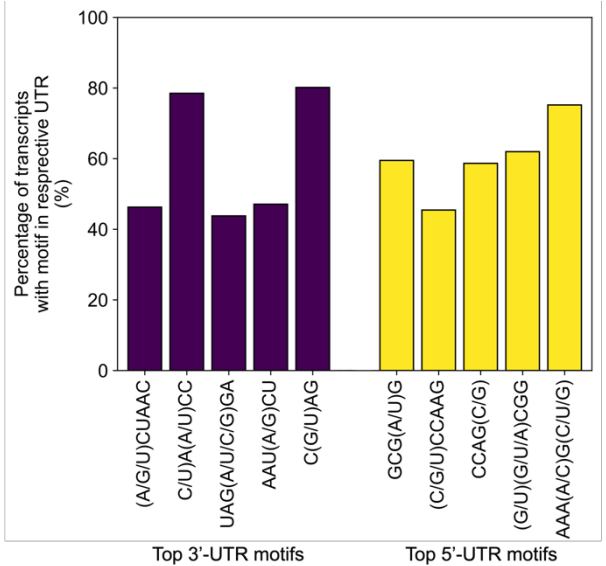

## Supplementary Figure 3: Enrichment of HOW(S) bound RNA, with role in signal transduction

A) Biplot from PCA using the  $\log_2$ (Counts Per Million) of the transcriptome quasi-mapped reads. 

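On the log2(CPM) of the 16878 tested transcripts with TMM factors, after removal of the 10% of transcripts with the lowest variance, the first principal component of the 6 HOW(S)-HA libraries held 43.2% of the variance and the second 23.7%. It placed the inputs at -115, -29.8 and -28.5 and the pull-downs at 79.2, 63.0 and 31.4 for replicates 1, 2 and 3, so the conditions did not overlap on it. Pull-down 3 lay nearest to the inputs, and input 1, the library of lowest depth, lay farthest from the other inputs. The share moved most with filterByExpr applied to the libraries as one group and no TMM factors, a setting chosen after the values had been seen. The first component then held 76.8% and the second 9.34%.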

B) Reads from HOW(S) and parental *nanos*-GAL4 RIP-Seq map across mRNA transcripts (5'-UTRs, CDSs and 3'-UTRs) at similar levels in the input and pull-down samples (error bars are SEM). C) Enriched mRNAs identified at transcript level whose protein products function in signal transduction marked in blue and 3 specific mRNAs of interest labelled. D) Percentage of RIP-Seq bound transcripts containing the top motifs in either their 3'-UTR or 5'-UTR.

# Supplementary Figure 4

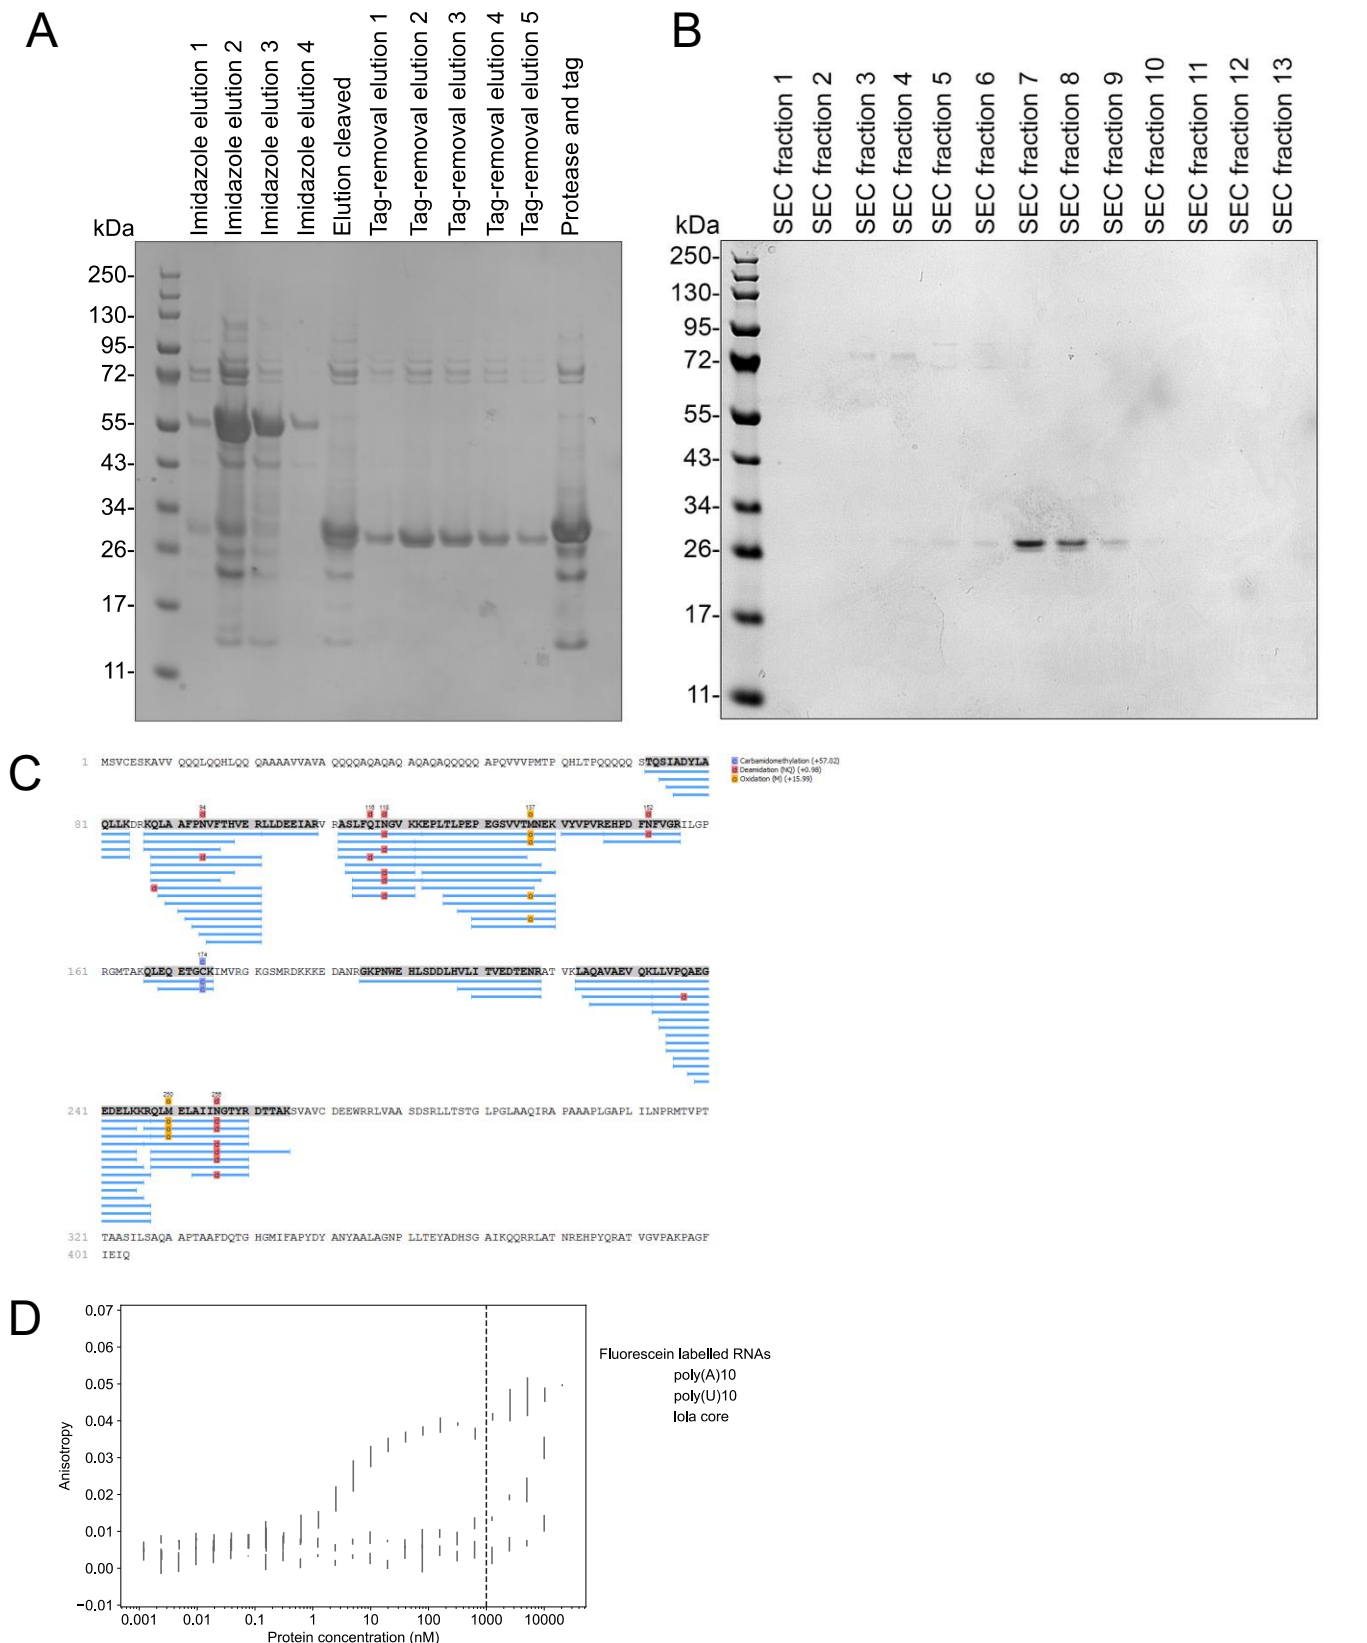

**Supplementary Figure 4: HOW KH domain binds to HOW(S) targets with high affinity and specificity**

A-B) Coomassie stained gels from the purification of HOW-STAR domain. A)  $\text{Ni}^{2+}$  affinity chromatography to purify His<sub>6</sub>-GST tagged HOW-STAR. Imidazole elutions were combined and cleaved overnight ('elution cleaved') and the tag and protease were removed by another round of  $\text{Ni}^{2+}$  affinity chromatography. B) Further purification of HOW-STAR performed by size exclusion chromatography. C) Mass spectrometry of purified HOW-STAR shows coverage across residues 72-265 (STAR domain). D) FA of HOW-STAR with 3 RNA oligos. Above 1000 nM of protein suspected non-specific binding occurs.

# Supplementary Figure 5

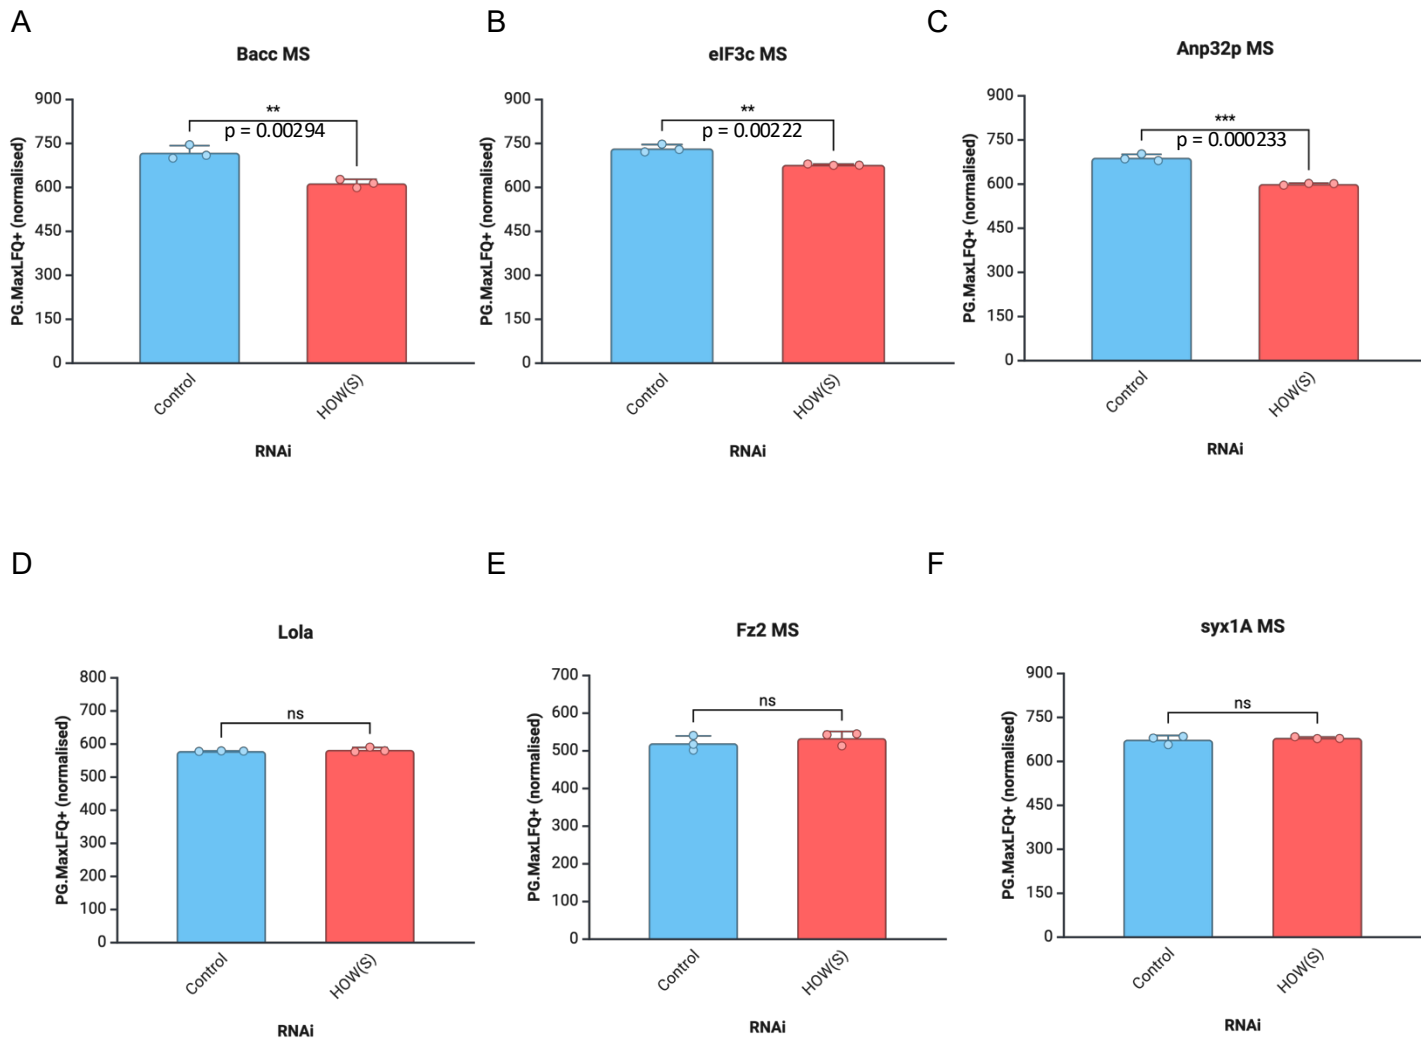

**Supplementary Figure 5: Impact of HOW(S) RNAi knockdown in S2 cells on protein levels**  
 Plots of protein quantification (Normalised PG.MaxLQ+) from mass spectrometry for in Control and HOW(S) RNAi treated cells. (A-C) are from mass spectrometry in S2 cells, which contained HOW motifs in their corresponding mRNA transcripts and had RT-qPCR also performed; (A) Anp32p, (B) Bacc, (C) eIF3c. (D-F) are targets identified from testis RIP-Seq; (D) Lola, (E) Fz2, (F) synx1A. T-tests were performed and p values \*\*<0.003, and \*\*\*<0.001 calculated and reported.

**Supplementary Table 1 – Buffers and solutions used.** All descriptions are for 1X solutions unless stated otherwise.

| Buffer name              | Buffer components                                                                                                                                                                                                  |
|--------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| PBX                      | 0.1% (v/v) Triton X-100, 0.5% (v/v) normal goat serum (Thermo Fisher), in 1X phosphate buffered saline (PBS)                                                                                                       |
| Blocking buffer          | 0.1% Triton X-100, 2% (v/v) normal goat serum, in 1X PBS                                                                                                                                                           |
| NT2 buffer               | 50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM MgCl <sub>2</sub> , 0.05% (v/v) IGEPAL                                                                                                                                    |
| PBS-T                    | 0.1% Tween 20, in 1X PBS                                                                                                                                                                                           |
| 2X protein sample buffer | 125 mM Tris-HCl pH 6.8, 5% (w/v) SDS, 25% (v/v) glycerol, 10% (v/v) β-mercaptoethanol, 0.004% (w/v) bromophenol blue                                                                                               |
| RIP lysis buffer         | 50 mM Tris-HCl pH 8, 150 mM NaCl, 10 mM MgCl <sub>2</sub> , cOmplete mini protease inhibitor cocktail (Roche), 1% (v/v) IGEPAL, 24 U/mL Turbo DNase (Thermo Fisher), 30 U/mL RNasin Plus RNase inhibitor (Promega) |
| SEC buffer               | 25 mM HEPES pH 7.6, 150 mM NaCl and 1 mM TCEP                                                                                                                                                                      |
| RNA binding buffer       | 20 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.01% Triton X-100                                                                                                                                                             |

**Supplementary Table 2 – Antibodies used for immunofluorescence.** Primary antibodies are listed in the top half of the table and secondary antibodies in the bottom half.

| <b>Antibody</b>       | <b>Additional information</b>                      | <b>Stock concentration (µg/mL)</b> | <b>Dilution used</b> | <b>Supplier (catalogue reference)</b> |
|-----------------------|----------------------------------------------------|------------------------------------|----------------------|---------------------------------------|
| Vasa                  | Rat IgM<br>Monoclonal<br>Hybridoma supernatant     | 44                                 | 1:200                | DSHB<br>(anti-vasa)                   |
| HA                    | Mouse IgG2b<br>Monoclonal<br>Ascites fluid         | 400                                | 1:100                | Roche<br>(12CA5)                      |
| Goat anti-rat IgM     | Alexa Fluor 488<br>Polyclonal<br>Affinity purified | 2000                               | 1:400                | Thermo Fisher<br>(A-21212)            |
| Goat anti-mouse IgG2b | Alexa Fluor 594<br>Polyclonal<br>Affinity purified | 2000                               | 1:400                | Thermo Fisher<br>(A-21145)            |

**Supplementary Table 3 – Antibodies used for western blotting.** Primary antibodies are listed in the top half of the table and secondary antibodies in the bottom half.

| <b>Antibody</b>      | <b>Additional information</b>                         | <b>Stock concentration (µg/mL)</b> | <b>Dilution used</b> | <b>Supplier (catalogue reference)</b>       |
|----------------------|-------------------------------------------------------|------------------------------------|----------------------|---------------------------------------------|
| Armadillo            | Mouse IgG2a<br>Monoclonal<br>Hybridoma<br>supernatant | 27                                 | 1:1000               | DSHB<br>(N2 7A1)                            |
| HA                   | Rabbit IgG<br>Polyclonal<br>Affinity purified         | 1000                               | 1:5000               | Abcam<br>(ab9110)                           |
| Horse anti-mouse IgG | HRP-linked                                            | 153                                | 1:5000               | Cell<br>Signalling<br>Technology<br>(7076S) |
| Goat anti-rabbit IgG | HRP-linked                                            | 65.7                               | 1:5000               | Cell<br>Signalling<br>Technology<br>(7074S) |

**Supplementary Table 4 – PCR Primers.** Used for RNAi duplex PCR, PCR and qPCR. Target names as referred to in text along with sequences of forward and reverse primers.

| <b>Primer Set</b> | <b>Forward primer</b>                             | <b>Reverse primer</b>                             |
|-------------------|---------------------------------------------------|---------------------------------------------------|
| BSK RNAi          | TAATACGACTCACTATAGGGAGGAGTT<br>AAAATTCGCGTTAAATTT | TAATACGACTCACTATAGGGAGGA<br>GTGTGGTGGTTACGCGCAGCG |

|             |                                                   |                                                 |
|-------------|---------------------------------------------------|-------------------------------------------------|
| HOW(S) RNAi | TAATACGACTCACTATAGGGAGGGTG<br>GGTTGTTTGCCAGATAATC | TAATACGACTCACTATAGGGAGG<br>GGATGAATGATTGCTTAGTG |
| HOW(S) PCR  | TGGGTTGTTTGCCAGATAATCACAT                         | GGAAAAACAAACGTACCGGGC                           |
| HOW(L) PCR  | GGGGCGAAACAGAAACAACA                              | TGCGTTGATTGCTTTGTACCA                           |
| HOW All PCR | TCTCTTTCTTTGCGCACGGT                              | CTTCTTGTGCGCATGGAAC                             |
| GAPDH PCR   | TCGACTCACGGTCGTTTCAA                              | CCAAGCGGACGGTAAGATCC                            |
| Fz2 qPCR    | TTCGGGATTAACGGCGGAAA                              | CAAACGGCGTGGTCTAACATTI                          |
| Rhea qPCR   | AAATCTGACGGAGCCACAGC                              | AGGGTGTTCTCACGCCATTG                            |
| Lola qPCR   | CAACGGGATCCCCAAGACTTC                             | TTGATCACCGGCGTTCCAAT                            |
| Syx1A qPCR  | AGAATTGGAAGACGCAGCA                               | ACGCTGTATCCTTCCCTTGC                            |
| Anp32a qPCR | CGCACGCAAAGTAAATCAGATCA                           | AAGCGATTCCAAGGCTGTGT                            |
| Bacc qPCR   | CAAGAGGCCAGCAGAAGCCA                              | GGGGATGTCGTA CTGTCGC                            |
| eIF3c qPCR  | TGTCGCGTTTCTTTGCCAAC                              | TCGTCGCTGAATTGGAAGGC                            |
| GAPDH qPCR  | TGAACGGCCAGAAGATCACC                              | CTCCACCACATACTCGGCTC                            |
| U1 qPCR     | CTCCGGAGTGAGGCTTGG                                | ACGCACGAGTTATTCACATTAGG                         |

# Supplementary material for: Held out wings RNA binding activity in the cytoplasm during early spermatogenesis
**Source:** Commun Biol. 2026 Jan 12;9:156. doi: 10.1038/s42003-025-09435-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File name: Supplementary Data 1
Description: Results of RIP-Seq analysis

File name: Supplementary Data 2
Description: Motif analysis on mass spec hits

# Supplementary material for: Held out wings RNA binding activity in the cytoplasm during early spermatogenesis
**Source:** Commun Biol. 2026 Jan 12;9:156. doi: 10.1038/s42003-025-09435-4
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | NA                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Data analysis   | Cutadapt (version 1.1), Galaxy (version 1.0.2) , Subread (version 2.0.0) , Salmon (version 0.14.2) , RStudio, version 0.99.486, with R version 3.6.2 , tximport package (version 1.14.0), edgeR package (version 3.28.0), Gene Ontology enRiChment analysis and visualizAtion tool , Discriminative Regular Expression Motif Elicitation (DREME) from MEME Suite (MEME version 5.1.0, with Python version 2.7.15) , PCATools (version 1.2.0), ucsc-gtftogenepred package (version 366), Spliced Transcripts Alignment to a Reference (STAR; version 2.7.3a) , OriginPro 2020 V2, KNIME software container environment ( <a href="https://github.com/OmicsWorkflows">https://github.com/OmicsWorkflows</a> ), version 4.7.7a, BioConductor R package AnnotationDbi.<br><br>Custom code for simple tasks is available on request |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RIP-seq data have been deposited to the Gene Expression Omnibus with accession ID: GSE201319. Summary of the 121 HOW(S) bound mRNAs, their enrichment level, expression level, motifs contained and association with signal transduction GO terms, can be found in Sup data file.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                 |
|-----------------------------|---------------------------------|
| Reporting on sex and gender | <input type="text" value="NA"/> |
| Population characteristics  | <input type="text" value="NA"/> |
| Recruitment                 | <input type="text" value="NA"/> |
| Ethics oversight            | <input type="text" value="NA"/> |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences      ☐ Behavioural & social sciences      ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                             |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="Triplicate for RIP-Seq and FA"/>                                                                  |
| Data exclusions | <input type="text" value="No data excluded"/>                                                                               |
| Replication     | <input type="text" value="Conclusions based on triplicates for RIP-Seq with each samples containing 1000 pairs of testes"/> |
| Randomization   | <input type="text" value="NA"/>                                                                                             |
| Blinding        | <input type="text" value="NA"/>                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Armadillo Mouse IgG2a (Monoclonal); Hybridoma supernatant (1:1000) DSHB(N2 7A1)  
 HA Rabbit IgG (Polyclonal); Affinity purified (1:5000) Abcam (ab9110)  
 Horse anti-mouse IgG HRP-linked (1:5000) Cell Signalling Technology (7076S)  
 Goat anti-rabbit IgG HRP-linked (1:5000) Cell Signalling Technology (7074S)  
 Vasa Rat IgM; MonoclonalHybridoma supernatant ( 1:200) DSHB (anti-vasa)  
 HA Mouse IgG2b ;MonoclonalAscites fluid (1:100) Roche (12CA5)  
 Goat anti-rat IgM Alexa Fluor 488; Polyclonal Affinity purified (1:400) Thermo Fisher (A-21212)  
 Goat anti-mouse IgG2b Alexa Fluor 594 Polyclonal; Affinity purified (1:400) Thermo Fisher (A-21145)

## Validation

Spatial expression of the Drosophila segment polarity gene armadillo is posttranscriptionally regulated by wingless. Wieschaus ECell 63.3 (1990 Nov 2): 549-60.

Vasa: Reduced fertility of Drosophila melanogaster hybrid male rescue (Hmr) mutant females is partially complemented by Hmr orthologs from sibling species.Barbash DA Genetics 181.4 (2009 Apr): 1437-50.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

UAS-HOW-S-HA line generously gifted by Prof T. Volk, nanos-GAL4 line used is #64277 from BDSC.

## Wild animals

NA

## Reporting on sex

Males-since study is focused on role in testes

## Field-collected samples

NA

## Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

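RNA from testes of Drosophila melanogaster was measured by RIP-seq in 8 libraries. These were the input and the anti-HA pull-down of 3 replicates in which nanos-GAL4 drove HOW(S)-HA in germline stem cells and early spermatogonia, and 1 input and 1 pull-down of the nanos-GAL4 parent line. Condition and replicate were taken from the sample labels and the paper's methods, which describe the same 3 pairs and the same single control.

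The authors depleted rRNA, made stranded total RNA libraries and sequenced them as single-end reads. They trimmed adaptors, removed reads of rRNA and tRNA, and quantified the remaining reads with Salmon against FlyBase transcripts of Release 6. For each transcript the authors deposited the TPM and Salmon's estimated count of reads, with the transcript's length and effective length. These estimated counts are not normalised and need not be whole numbers, and the TPM values are relative to the total within each library. Of the 30070 rows, 30069 carry a transcript identifier and 1 carries a gene identifier and is at 0 in every library. The effective length of a transcript is the same in all libraries. No transcript-to-gene table, UTR sequence or GO annotation was used here, so names were given only to the 14 transcripts whose identifiers the paper or its Supplementary Data pair with a name, and the motif, gene-level and GO results were not analysed. Gene positions come from an annotation of the Release 6 assembly.

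From the deposited values, scaledTPM was computed as TPM times the library's total of estimated counts over its total TPM, which is the option named in the paper's methods. Counts were rounded to whole numbers. Transcripts were filtered with filterByExpr of edgeR 4.0.16 in R 4.3.3, with a minimum count of 10, a minimum total of 15 and input and pull-down as groups. TMM factors, dispersions with condition and pair as factors, and the quasi-likelihood F-test in its legacy form followed, the form closest to the version of edgeR the paper used. Enriched transcripts had a log2 fold change of 1 or more and a Benjamini-Hochberg adjusted p of at most 0.05, and depleted transcripts one of -1 or less. The nanos-GAL4 pair was tested with edgeR's exact test with the dispersion fixed at the common dispersion of the HOW(S)-HA libraries, which compares 2 libraries and not conditions. Specifically enriched transcripts are the set difference of the lists. Standard errors of log2 fold changes were derived from the F statistic. Log2(CPM) used a prior count of 2. Alternatives used DESeq2 1.42.0 and limma 3.58.1.

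The depth was between 9.13 M and 24.0 M estimated reads per library, and the 10 most abundant transcripts took between 4.72% and 8.00% of them. In the HOW(S)-HA inputs, jvl-RF had between 7.95 and 26.0 scaledTPM counts, made from between 186 and 455 estimated reads. Replicates of a condition differed far beyond sampling noise in a chi-square comparison of their counts, with between 18.5 and 75.0 chi-square units per degree of freedom, so none was taken as a repeat of another.

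The methods take input and pull-down of one number from the same lysate and use the pair in the model. Pairing was checked on the deviations of each library from the mean of its condition. Same-numbered input and pull-down had correlations of -0.07, -0.02 and -0.01 across transcripts, so no shared deviation of the libraries of one lysate was seen. The pair was kept as a block, as in the methods.

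The test was checked on simulated counts with the means and library totals of the real data, the trended dispersion of the fit without filter groups and 200 transcripts raised 4-fold in the HOW(S)-HA pull-downs. Of the 190 that passed the filter with groups, 97.9% were called, with 4 false calls. With the filter without groups, 151 passed and all were called, with 2 false calls. That dispersion is lower than the one of the fit with groups, so the simulation was run again, after the values had been seen, at the trended dispersion of the fit with groups. There 70.1% of the 187 transcripts that passed the filter with groups were called, with 3 false calls. The simulated fit had 48.4 prior degrees of freedom, against 1.88 in the real data, so the simulated spread is more even between transcripts than the real one and the recovery does not carry over to the count of 0.

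The transcripts named in the text were fixed by a rule before the data were examined, as those the paper names by isoform and those of its proteomic hits, where an identifier is paired with the name. The rule also asked for the most changed specifically enriched and depleted transcripts. There was none of these with the filter groups fixed beforehand, and their identifiers are not paired with names here. The alternatives set at the same time covered the kind of count, rounding, normalisation, test, filter, replicate block, each replicate left out, and the subtraction. The filter without groups, alone or with unrounded counts, that setting in combination with the other alternatives, and the principal components without TMM factors were added after the values had been seen.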

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

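Both results below were picked out because they concern how RNA in the pull-downs, which the paper's text does not discuss. Its list of bound mRNAs was not used here, and whether how-RC is on it was not checked. The test of their explanation was chosen after the values had been seen.

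The mean TPM of how-RB in the HOW(S)-HA pull-downs was 8.26 ± 6.69 (SD, n = 3), above the 2.51 of the nanos-GAL4 pull-down. The replicates were at 15.4, 7.17 and 2.19, so by TPM of the pull-down alone replicate 3 was not above the control. By pull-down over input all 3 pairs were above it, with log2 ratios of 1.57 or more against 0.59, and the interaction was 1.92 (unadjusted p = 0.116). It passed the adjusted p with DESeq2's Wald test (0.00436), and with the filter without groups it was tested in only some alternatives and passed without replicate 1 (0.0441 from edgeR's quasi-likelihood F-test). The nanos-GAL4 ratio of 0.59 was normalised and computed apart from those of the 3 pairs, so their distance is not exact. Pair 3 had the smallest spread of pull-down to input ratios, with an SD of 0.523 against 0.833 and 0.689 for pairs 1 and 2. The other isoform concerned, how-RC, had a log2 fold change of 1.36 and was among the specifically enriched transcripts under the filter without groups (adjusted p = 0.0325 from edgeR's quasi-likelihood F-test). In nanos-GAL4 its log2 fold change was 0.86, and the interaction was 0.44 (unadjusted p = 0.279), so its enrichment was not shown to differ between the lines. Its adjusted p under the alternatives to that setting lay between 9.7e-05 and 0.277, and it was above 0.05 without replicate 1, 2 or 3.

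One technical explanation is RNA of the transgene itself, which carries the how-RB coding sequence and might add to how in every HOW(S)-HA library. The summed how isoforms had a mean TPM of 3.16 in the HOW(S)-HA inputs against 3.65 in the nanos-GAL4 input, and how-RB itself 0.613 ± 0.204 (SD, n = 3) against 1.02. An addition to every library large enough for the difference in the pull-downs, 3.29 times the control, would have raised the inputs too, so these values argue against it as the cause. A small addition is not excluded with 1 nanos-GAL4 input. Reads divided unevenly among how isoforms stay open. Summed over the 6 isoforms, which does not depend on that division, TPM of the pull-downs was 26.0, 17.9 and 9.22 in HOW(S)-HA replicates 1, 2 and 3 and 10.2 in nanos-GAL4. The mean was 1.73 times the control. The TPM ratio of pull-down over input of that sum was 9.54, 5.01 and 2.89 in the 3 pairs and 2.80 in nanos-GAL4. By both measures of TPM replicate 3 was thus close to the control. These ratios carry no TMM factors, unlike the log2 ratios of how-RB above, and a normalised ratio of the sum was not computed. As a plain TPM ratio, how-RB had 33.8, 8.50 and 4.07 in the 3 pairs and 2.47 in nanos-GAL4. Binding of HOW(S)-HA to how RNA, and pull-down of the transgene's RNA through the nascent tagged protein, were not tested.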

How the results depend on the processing

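The filter without groups, its combinations and the principal components without TMM factors were chosen after the values had been seen, as were all settings compared with them here. In addition, tests with counts summed per gene and the motif alternatives were not run, since transcript-to-gene pairs and UTR sequences were not used here.

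The enriched count of 0 stayed 0 with estimated read numbers, unrounded scaledTPM, lengthScaledTPM, DESeq2 size factors, robust estimation, no filter beyond a total above 0 and without replicate 1, 2 or 3, and so did the specifically enriched count. No normalisation factors gave 347 enriched, 9 depleted, 204 specifically enriched and 2 specifically depleted transcripts. DESeq2's Wald test gave 532, 246, 374 and 203. The current edgeR method gave 46, 1 and 24, with 0 specifically depleted. Limma-voom gave 243, 34, 170 and 24, and at least 10 counts in every library gave 338, 35, 83 and 10. The filter without groups gave 405, 49, 126 and 20 with rounding and 403, 48, 121 and 20 without. The other alternatives for the subtraction left the specifically enriched count at 0. Fewer transcripts enter the test under the stricter filters. The cause of the other changes was not tested.

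The replicate block decides these counts as well. Without the block, 542 transcripts were enriched, 78 depleted, 406 specifically enriched and 63 specifically depleted. The pairing takes 2 of the degrees of freedom of 6 libraries. The interaction test then passed 6 transcripts with the condition as group. Under the filter without groups, leaving out the block gave 500 enriched, 84 depleted and 199 specifically enriched transcripts, and 12 past the interaction test.

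Transcripts enriched in nanos-GAL4 numbered 892. They were 1971 with at least 10 counts in every library, 1955 and 1944 with the filter without groups, rounded and not, 2107 and 0 with 0.5 and 2 times the biological coefficient of variation, 458 when tested on the HOW(S)-HA transcripts, and between 658 and 1445 without 1 replicate, the highest without replicate 1. Each setting changes the dispersion that the exact test is given or the transcripts it covers. The interaction between line and pull-down called 0 transcripts, 25 with DESeq2, 2 with at least 10 counts in every library and 2 with the rounded filter without groups. Starting from the filter without groups and unrounded counts, it called 112 with no normalisation factors, 58 with limma-voom, 27 with DESeq2's Wald test, 2 with the current edgeR method, 2 with at least 10 counts in every library and 1 without replicate 2.

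The share of transcripts with a log2 fold change between -0.5 and 0.5 was 58.5%. It was 49.7% with estimated read numbers and with lengthScaledTPM, 28.7% with no normalisation factors, 61.5% with limma-voom, 43.5% with no filter, 72.0% with at least 10 counts in every library, 59.9% without the replicate block, 70.3% and 70.1% with the filter without groups, and between 47.8% and 60.0% without 1 replicate. It fell below 50% under 5 of these alternatives, those with other kinds of count, no normalisation factors, no filter and without replicate 3. The first principal component held 43.2% of the variance, 45.2% with scaled variables, 53.9% with the filter without groups, 76.8% when TMM factors were also left out, and between 54.8% and 58.2% without 1 replicate, where 4 libraries remain. TPM of how-RB in the inputs was 0.613, and the sum over isoforms was 3.16.

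Starting from the filter without groups, the 403 enriched, 48 depleted and 121 specifically enriched transcripts became 3076, 24 and 2183 with no normalisation factors, and 0, 0 and 0 with no filter or with the condition as group. Depleted transcripts numbered 17 with estimated read numbers or lengthScaledTPM and 178 with DESeq2's Wald test. Leaving out 1 replicate gave between 0 and 313 enriched, between 0 and 34 depleted and between 0 and 53 specifically enriched transcripts. Without replicate 3 all 3 counts were 0, without replicate 2 they were 4, 0 and 0, and without replicate 1 they were 313, 34 and 53, of which 25 were among the 121. Specifically enriched transcripts numbered 403 with no subtraction, 76 with subtraction by log2 fold change alone, 0 when the interaction had to pass, 79 and 359 with 0.5 and 2 times the biological coefficient of variation, 44 at a log2 fold change of 1.5 or more and 236 at 0.58 or more. With estimated read numbers there were 106, of which 37 were among the 121.

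Hipk-RA kept a positive log2 fold change in each alternative that tested it, between 1.21 and 2.20 around the filter with groups, where it passed the adjusted p in 3 of 16, and between 1.38 and 2.21 around the filter without groups, where it passed in 9 of 15. The jvl-RF transcript passed in 3 of 16 and 5 of 15, and how-RC in 3 of 16 and 8 of 15. Around the filter with groups how-RB passed in 1 of 14, with DESeq2's Wald test. In both sets the alternative of at least 10 counts in every library left these transcripts untested. Bacc-RC changed sign with no normalisation factors, to a log2 fold change of 0.0499, where the median of all transcripts moved to 0.75.

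Input 1 has the fewest reads, 9.13 M. Without replicate 1, 17151 transcripts were tested with the condition as group, and 18376 without replicate 3, so its depth alone does not set that number. The single nanos-GAL4 pair gives no replicate error for the control.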

Differences from the paper's values

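The paper reports 403 enriched transcripts, and 0 were called with the condition as group in filterByExpr. That grouping was chosen here, since the paper states none, so the 0 is not shown to come from the paper's own settings. Of 24 combinations of settings, only 1 gave both 403 and 121, with the filter without groups and unrounded counts. Among the alternatives set before the data were examined, the count was within 1.5 times the paper's with no normalisation factors (347), DESeq2's Wald test (532), at least 10 counts in every library (338) and no replicate block (542), and it was not with estimated read numbers, unrounded scaledTPM, lengthScaledTPM, DESeq2 size factors, edgeR's current quasi-likelihood method (46), robust estimation, limma-voom (243), no filter and without replicate 1, 2 or 3. The filter without groups gave 405 with rounded counts and 403 with unrounded counts, and both settings were chosen after the values had been seen. With the current edgeR method and rounded counts, the filter without groups also gave 403. The paper's own list of these transcripts was not used here, so how many of its items each setting drops is not known.

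The paper reports 121 specifically enriched mRNAs, and 0 were left with the condition as group in filterByExpr. Among the alternatives set before the data were examined, limma-voom (170) and at least 10 counts in every library (83) came within 1.5 times the paper's value. No normalisation factors (204), DESeq2's Wald test (374), edgeR's current method (24), no replicate block (406), the alternatives with a count of 0, and each alternative for the subtraction did not. The filter without groups gave 126 with rounded counts and 121 with unrounded counts, chosen after the values had been seen.

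The first principal component held 43.2% of the variance, against about 77% in Supplementary Fig. 3A, read by eye. The 43.2% is over the inputs and pull-downs of HOW(S)-HA. Read by eye, the figure plots inputs and pull-downs too, although the wording of the paper's methods names the pull-down samples. A different set of libraries is thus not the reason for the gap. The first component differed likewise with all tested transcripts (43.2%) and with scaled variables (45.2%). Without replicate 1, 2 or 3 it came within 1.5 times the paper's value, at 58.2%, 54.8% and 57.3%, over 4 libraries. The filter without groups gave 53.9%, and with TMM factors also left out 76.8%, both chosen after the values had been seen.

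The paper names Hipk-RA as enriched in the HOW(S)-HA RIP-seq and jvl-RF as bound by HOW(S). With the condition as group their adjusted p values were 0.128 and 0.129 from edgeR's quasi-likelihood F-test. Both passed without the replicate block (0.0341 and 0.0381), and under the filter without groups, chosen after the values had been seen, with rounded counts (0.0403 and 0.0498) and unrounded counts (0.0423 and 0.0496). The summed TPM of the how isoforms in the 4 inputs equals that of Supplementary Data 1, and all 24 isoform values there match within 1e-05.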

Other observations

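Of the tests below, those on the nanos-GAL4 threshold, on abundance, on the interaction in the list, and on Hipk-RA and jvl-RF singly were chosen after their results had been seen, as was the filter without groups, to which all values refer unless stated. The test of correlations between pairs was chosen when the overall correlation between the lines was known.

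The fall of the enriched count from 405 to 0 when filterByExpr is given the condition as group was followed up with rounded counts. A larger number of tests is not the reason, since adjusting the p-values of the fit with groups over only the 12618 transcripts kept by both filters still left 0 enriched. Low-count transcripts may instead raise the spread assumed for the others. The prior degrees of freedom were 1.88 in the fit with groups and 3.17 in the fit without, and the median product of dispersion and posterior quasi-dispersion over the shared transcripts was 0.0247 against 0.0170. A biological explanation was not tested, as the libraries are the same.

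The 6 HOW(S)-HA libraries can be divided into 10 splits of 3 against 3, too few for a count of splits to exclude chance. With the condition as filter group the real split had 0 calls, so that all 10 splits have at least as many follows from this and decides nothing. With the filter without groups, 1 of 10 splits, the real one, gave as many as its 451 calls. The other 9 gave 0 calls, among them the other 3 of the 4 splits that part all 3 pairs.

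Enrichment in HOW(S)-HA and in nanos-GAL4 went together across transcripts. A candidate explanation is background shared by all pull-downs. The ratios of pull-down to input of the HOW(S)-HA pairs had Pearson correlations with one another of 0.54 (pairs 1 and 2), 0.40 (pairs 1 and 3) and 0.67 (pairs 2 and 3) across 12641 transcripts. With the nanos-GAL4 pair, which shares no library with them, the correlations were 0.44, 0.62 and 0.55. Pairs with HOW(S)-HA thus resembled the pair without it about as closely as they resembled one another, which is consistent with such a background but does not measure how much of the enrichment it makes up. A contribution of HOW(S)-HA to single transcripts stays open.

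The specifically enriched list may be shaped in part by what the single nanos-GAL4 pair can call. Of its 119 transcripts tested in nanos-GAL4, 45 had a log2 fold change of 1 or more there, 40 of these with an unadjusted p under 0.05, and missed the adjusted p only. In 20 simulations in which nanos-GAL4 was given exactly the enrichment of HOW(S)-HA, so that no transcript was specific, a median of 57.1% of the enriched transcripts was left after the subtraction, between 349 and 444 transcripts. The simulations called a median of 707.5 enriched transcripts, more than the real data, so they serve only as an illustration. Only 102 of the 119 had a nanos-GAL4 log2 fold change above 0, so not every transcript of the list rose there. The remaining 74 transcripts were under the threshold of 1 in nanos-GAL4, which binding of HOW(S)-HA would give. The edgeR quasi-likelihood F-test of the interaction passed 0 of them at an adjusted p of 0.05, with a smallest value of 0.142, while 25 had an unadjusted p under 0.05. DESeq2's Wald test passed 4 of them, limma-voom 1, the current edgeR method 0, the F-test without the replicate block 1, and the F-test with no normalisation factors 3. Since they were picked for this difference, these numbers decide nothing, and binding and chance cannot be told apart for these 74 with 1 control pair.

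The specifically enriched transcripts were less abundant than those the subtraction removed. A test that passes abundant transcripts more easily may contribute. All transcripts with a nanos-GAL4 log2 fold change of 1 or more were divided into 4 groups of equal size by abundance. From the least to the most abundant group, 46.1%, 52.5%, 57.1% and 72.7% passed the adjusted p. Median log2(CPM) was -1.01, -0.327, 0.579 and 2.95 in these groups, against 1.89 and 4.26 in the lists. The lower groups thus do not cover the abundance of the lists. Ease of passing also does not bear on the 74 transcripts under a nanos-GAL4 log2 fold change of 1, which were kept whatever their p value. Whether less abundant transcripts are also preferred by HOW(S) was not tested.

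Enriched transcripts were long. The median length was 3102 nucleotides for the 121 specifically enriched transcripts and 2688.5 for the 282 removed, against 1668 for all tested transcripts. The log2 fold change rose with length in HOW(S)-HA (Spearman rho 0.49) and in nanos-GAL4 (rho 0.45) across the 12581 transcripts tested in both. A pull-down that favours long transcripts whatever the bait is consistent with both values. The step that would cause this was not tested, and a preference of HOW(S) for transcripts with long UTRs stays open beside it. For motif searches the lengths of the compared transcripts are thus unequal.

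For Hipk-RA and jvl-RF, scaledTPM could weaken the nanos-GAL4 test, as it gives long transcripts fewer counts than were read. Hipk-RA had 538 reads in the nanos-GAL4 input and 20.5 scaledTPM counts. With estimated read numbers at the dispersion of the scaledTPM fit, the adjusted p in nanos-GAL4 was 0.0237 for Hipk-RA and 0.061 for jvl-RF from edgeR's exact test. Both had been expected to pass before this test was run, which was not met, and they were then taken singly. With read numbers in both steps, whose dispersion is higher at 0.0708, these were 0.175 and 0.281. The answer thus turns on the dispersion, and for Hipk-RA the explanation cannot be told apart from a true difference between the lines. The estimated difference was 0.41 on the log2 scale for Hipk-RA and 0.03 for jvl-RF, so for jvl-RF hardly any was seen. When only the nanos-GAL4 test used read numbers, 92 transcripts were left in place of 121.

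The paper reports protein changes in S2 cells for Bacc, eIF3c and Mapmodulin. In the testis libraries, with the condition as group in the filter, the log2 fold change in HOW(S)-HA was -0.65 for Bacc-RC, 0.49 for eIF3c-RB, -1.08 for Mapmodulin-RA and -0.94 for Mapmodulin-RB, with adjusted p values of 0.446, 0.255, 0.124 and 0.213 from edgeR's quasi-likelihood F-test. Mapmodulin-RA passed both thresholds for depletion with DESeq2's Wald test (log2 fold change -1.11, adjusted p = 0.0106, and -1.05 and 0.00384 with the filter without groups). Its log2 fold change in nanos-GAL4 was -0.96, close to the -1.08 in HOW(S)-HA (interaction -0.19), so this depletion cannot be linked to HOW(S)-HA. Mapmodulin-RB and Bacc-RC also fell without HOW(S)-HA, with log2 fold changes of -0.94 and -0.59 in nanos-GAL4. In nanos-GAL4 eIF3c-RB had a log2 fold change of 1.74, higher than in HOW(S)-HA (interaction -1.32, unadjusted p = 0.035, adjusted p = 1). Bacc-RD and Mapmodulin-RD did not pass the filter.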
